# Targeted Pten deletion plus p53-R270H mutation in mouse mammary epithelium induces aggressive claudin-low and basal-like breast cancer

**DOI:** 10.1186/s13058-015-0668-y

**Published:** 2016-01-19

**Authors:** Sharon Wang, Jeff C. Liu, Danbi Kim, Alessandro Datti, Eldad Zacksenhaus

**Keywords:** Basal-like breast cancer, Claudin-low, p53 mutation, Pten, Metastasis, FDA-approved drugs, Mouse models

## Abstract

**Background:**

Triple-negative breast cancer (TNBC), an aggressive disease comprising several subtypes including basal-like and claudin-low, involves frequent deletions or point mutations in TP53, as well as loss of PTEN. We previously showed that combined deletion of both tumor suppressors in the mouse mammary epithelium invariably induced claudin-low-like TNBC. The effect of p53 mutation plus Pten deletion on mammary tumorigenesis and whether this combination can induce basal-like TNBC in the mouse are unknown.

**Methods:**

WAP-Cre:Pten^f/f^:p53^lox.stop.lox_R270H^ composite mice were generated in which Pten is deleted and a p53-R270H mutation in the DNA-binding domain is induced upon expression of Cre-recombinase in pregnancy-identified alveolar progenitors. Tumors were characterized by histology, marker analysis, transcriptional profiling [GEO-GSE75989], bioinformatics, high-throughput (HTP) FDA drug screen as well as orthotopic injection to quantify tumor-initiating cells (TICs) and tail vein injection to identify lung metastasis.

**Results:**

Combined Pten deletion plus induction of p53-R270H mutation accelerated formation of four distinct mammary tumors including poorly differentiated adenocarcinoma (PDA) and spindle/mesenchymal-like lesions. Transplantation assays revealed highest frequency of TICs in PDA and spindle tumors compared with other subtypes. Hierarchical clustering demonstrated that the PDA and spindle tumors grouped closely with human as well as mouse models of basal and claudin-low subtypes, respectively. HTP screens of primary Pten^∆^:p53^∆^ vs. Pten^∆^:p53^R270H^ spindle tumor cells with 1120 FDA-approved drugs identified 8-azaguanine as most potent for both tumor types, but found no allele-specific inhibitor. A gene set enrichment analysis revealed increased expression of a metastasis pathway in Pten^∆^:p53^R270H^ vs. Pten^∆^:p53^∆^ spindle tumors. Accordingly, following tail vein injection, both Pten^∆^:p53^R270H^ spindle and PDA tumor cells induced lung metastases and morbidity significantly faster than Pten^∆^:p53^∆^ double-deletion cells, and this was associated with the ability of Pten^∆^:p53^R270H^ tumor cells to upregulate E-cadherin expression in lung metastases.

**Conclusions:**

Our results demonstrate that WAP-Cre:Pten^f/f^:p53^lox.stop.lox_R270H^ mice represent a tractable model to study basal-like breast cancer because unlike p53 deletion, p53^R270H^ mutation in the mouse does not skew tumors toward the claudin-low subtype. The WAP-Cre:Pten^f/f^:p53^lox.stop.lox_R270H^ mice develop basal-like breast cancer that is enriched in TICs, can readily form lung metastasis, and provides a preclinical model to study both basal-like and claudin-low TNBC in immune-competent mice.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-015-0668-y) contains supplementary material, which is available to authorized users.

## Background

Breast cancer is a highly heterogeneous disease comprising estrogen receptor alpha (ERα)-positive and HER2/ERBB2/NEU-positive subtypes as well as triple-negative breast cancers (TNBCs) that do not express ERα, human epidermal growth factor 2 (HER2) or the progesterone receptor. TNBC can be further divided into several additional groups including basal-like and mesenchymal/claudin-low [1–5]. These tumors contain mutations or deletion in the tumor suppressor p53 in 60–80 % of cases [4]. In addition, 35 % of TNBC also show loss of expression of the tumor suppressor phosphatase and tensin homolog deleted in chromosome 10 (PTEN). The latter is a phosphatase that converts phosphatidylinositol (3, 4, 5)-trisphosphate (PIP3) into phosphatidylinositol (4, 5)-disphosphate (PIP2), thereby antagonizing phoshotidylinositol-3 kinase (PI3K) pathway activation [6–8]. On the basis of frequency in which each gene is disrupted alone, combined loss of p53 and Pten in TNBC is calculated at about 21–28 %. In addition, using Pten RNA expression and p53 pathway activity it was estimated that 24.4 % of TNBCs are Pten-low, 65.6 % are p53 activity-low, and 18.7 % are both Pten-low and p53 pathway activity-low [9].

The generation of mice with mutations that occur in breast cancer offers a window into the mechanisms of tumor initiation, progression and spread in immune-competent mice, and provide preclinical models to test potential new therapies. Deletion of p53 in the mouse induces diverse tumors as well as claudin-low-like TNBC [10]. We recently showed that combined deletion of p53 and Pten via mouse mammary tumor virus (MMTV)-Cre^NLS^ or whey acidic protein (WAP)-Cre drivers induces almost exclusively claudin-low TNBC-like tumors [9]. This suggests that p53 deletion in the mouse promotes mesenchymal-like cancer, which is further accelerated by disruption of Pten.

To generate a model for basal-like Pten/p53 mutant TNBC, we here tested the effect of deleting Pten and expressing p53^R270H^ mutation in the DNA-binding domain (DBD) [11]. This and similar mutations in p53 DBD were shown to act as dominant-negative or gain-of-function alleles that accelerate metastasis through multiple mechanisms [12]. Targeted expression of p53^R270H^ in the mammary epithelium was reported to induce divergent tumors [13]. Here we show that WAP-Cre:Pten^f/f^:p53^lox.stop.lox_R270H^ composite mice develop spindle-like and poorly differentiated adenocarcinoma (PDA) as well as other subtypes. Using microarray profiling, we found that the spindle and PDA tumors clustered with claudin-low and basal-like breast cancer (BLBC), respectively, and metastasized to the lung following tail vein injection significantly faster than tumors from WAP-Cre:Pten^f/f^:p53^f/f^ double-deletion mice. Thus, WAP-Cre:Pten^f/f^:p53^lox.stop.lox_R270H^ mice provide a preclinical model to study aggressive Pten/p53-mutant basal-like and claudin-low TNBC.

## Materials and methods

### Mice

Animal protocols were approved by the University Health Network in accordance with the guidelines of the Canadian Council of Animal Care. WAP-Cre mice [14] kindly received from Dr. Lothar Hennighausen, National Institutes of Health (NIH), were crossed with Pten^f/f^ mice [15] from Dr. Tak Mak, Princess Margaret Cancer Centre (PMCC), as described [9], and then further mated with p53^LSLR270H/+^ mice [11], which were generated by Dr. Tyler Jacks, Massachusetts Institute of Technology (MIT), and obtained through National Cancer Institute (NCI) Mouse Models of Human Cancers Consortium (MMHCC). Compound mutant mice used in this study were on a mixed genetic background.

### PCR genotyping and deletion analysis

Compound mutant mouse strains utilized in this study were genotyped as previously described [16, 17]. Deletion of the Pten^f/f^ allele was detected by polymerase chain reaction (PCR) using the following primers: Forward: 5′GTCACCAGGATGCTTCTGAC3′, Reverse: 5′ACTATTGAACAGAATCAACCC3′ where Pten^f/f^ results in a 335 bp product and Pten^Δf/f^ in an 849 bp product. For p53^R270H^ recombination detection, the following primers were used to yield a wild-type band of 290 bp and mutant allele of 330 bp: wt Forward: 5′-TTACACATCCAGCCTCTGTGG-3′; mutant Forward: 5′-AGCTAGCCACCAT GGCTTGAGTAAGTCTGCA-3′; Reverse: 3′-CTTGGAGACATAGCCACACTG-3′. To determine the presence of the LSL cassette in p53, the following primers were used to detect a wild-type band of 166 bp and mutant allele of 270 bp: Forward: 5′-AGCCTGCCTAGCTTCCTCAGG-3′; Reverse: 5′-CTTGGAGACATAGCCACACTG-3.

### Primary tumor cell isolation

Tumor tissue was minced with sterile razor blades and placed in 100 U/ml collagenase/hyaluronidase solution (StemCell Technology, Vancouver, BC, Canada; number 07912) overnight at 4 °C, and then for 30 min at 37 °C with occasional mixing. Digested tissues were rinsed with Hank’s balanced salt solution (Gibco, Carlsbad, CA, USA) containing 2 % fetal bovine serum (FBS) (HF) and centrifuged at 1500 rpm for 5 min. Tumor cells were passed through a 40 mm cell strainer.

### Tumorsphere culturing in vitro

Cell suspension of single cell mammary tumor epithelial cells were plated onto ultra-low attachment plates (Corning, Tewksbury, MA, USA; Costar number 3473) in Dulbecco’s modified Eagle’s medium (DMEM)/F-12 Ham medium (Sigma-Aldrich, St. Louis, MO, USA; number D8900) containing 20 ng/ml basic fibroblast growth factor (bFGF) (Sigma-Aldrich; number F0291), 20 ng/ml epidermal growth factor (EGF) (Sigma-Aldrich; number E9644), 4 μg/ml of heparin (Sigma-Aldrich; number H4784) and B-27 supplement (1:50 dilution, Gibco; number 17504-044), and cultured at 37 °C; 5 % CO_2_ as described [18]. Spheres were mechanically and enzymatically dissociated weekly in 0.25X (0.05 %) Trypsin-EDTA solution (Gibco; number 25300) for 3 min at 37 °C, followed by gentle trituration for 1 min. To create tumor-derived primary cell lines, tumorspheres were plated in tissue culture plates and expanded under adherent conditions.

### Orthotopic transplantation and tail vein injection

Cells were transplanted into the number 4 mammary glands of 3–5-week-old immune-deficient NOD/SCID female mice as described [19]. Indicated number of cells were resuspended in 10 μl of media and mixed at 1:1 ratio with 10 μl matrigel (BD Biosciences, Franklin Lakes, NJ, USA; number 356234) on ice. Samples (total 20 μl) were then injected into mice under isoflurane anesthesia. Mice were monitored for tumor formation for up to 6 months. For tail vein injections, tumor-derived cell lines were dissociated into single cells and 200 μl of 1 × 10^5^ cells/100 μl resuspended in DMEM media injected into the lateral tail vein.

### Histology and immunohistochemistry

Paraffin sections (5 μm thick) were immunostained using the following antibodies/dilution: p53 (1:200; FL-393; Santa Cruz Biotechnology Inc., Dallas, TX, USA; number sc-6243), Ki67 (1:150; Biocare Medical Inc., Concord, CA, USA; number CRM325, clone SP6), CK6 (1:200, Covance, Princeton, NJ, USA; number PRB-169B), CK5 (1:20; NeoMarkers, Fremont, CA, USA; number XM26), CK14 (1:200; Panomics, Fremont, CA, USA; number E2624), CK18 (1:200; Fitzgerald Industries International, Acton, MA, USA number RDI-PR061028), and vimentin (1:50; Santa Cruz Biotechnology Inc.; number SC32322) as described [17]. Secondary biotinylated anti-mouse or anti-rabbit antibodies (Vector Laboratories, Burlingame, CA, USA) were used at 1:200 dilution. Immunohistochemistry (IHC) was performed using VECTASTAIN ABC Systems (Vector Laboratories). Sections were counterstained with methylene green.

### RNA isolation, microarray and cluster analysis

Total RNA was extracted using TRIZOL reagent (Invitrogen, Burlington, ON, Canada). Microarray analysis was carried out using Affymetrix Mouse Gene 1.0 ST with 500 ng of total RNA (Centre for Applied Genomics, Hospital for Sick Children, Toronto, ON, Canada), and data deposited in the Gene Expression Omnibus (GEO) under the accession number GEO:GSE75989. Microarray data were normalized using the robust multiarray averaging (RMA) method via Partek and log2-transformed gene expression values were obtained as described [19]. To compare our mouse models with human breast cancer (BC) and other published models, median-centered values of our mouse microarray data were integrated with GSE18229 (human BC) and GSE3165 (mouse models) by “distance-weighted discrimination” (DWD). The subtypes of human BCs in GSE18229 were predetermined with PAM50 and the claudin-low signature [9, 20, 21]. The DWD-integrated samples were classified by unsupervised hierarchical clustering (complete linkage) using shared intrinsic genes, the basal, luminal, and mesenchymal gene sets [20], and the claudin-low signature [21]. Values of gene expression were log2-transformed, median-centered, and visualized as heat maps by Java TreeView.

### GSEA pathway analysis

Gene expression data were analyzed using the gene set enrichment analysis (GSEA) Preranked method from the Broad Institute (version 2.2.0, [22]) with parameters set to 1000 gene set permutations. Genes were ordered using the “limma” package in R to obtain *t* values corresponding to each pair-wise comparison with Benjamini and Hochberg's method to control the false discovery rate (FDR). The gene sets included in the GSEA analyses were obtained from MSigDB containing BioCarta, KEGG, Matrisome, Pathway Interaction Database, Reactome, SigmaAldrich, Signaling Gateway, Signal Transduction KE, SuperArray gene sets (c2, v5.0) and the Gene Ontology (GO) databases (c5, v5.0), updated on March 2015 (http://www.broadinstitute.org/gsea/downloads.jsp). An enrichment map (version 1.1 of Enrichment Map software [23], was generated by Cytoscape (version 2.8.3) for each comparison using enriched gene sets with a nominal *p* value < 0.005, FDR < 0.1, and the overlap coefficient set to 0.5.

### Prestwick (FDA-approved) drug screen

High-throughput (HTP) screens of 1120 Food and Drug Administration (FDA)-approved drugs using a robotic Biomek FX liquid handler equipped with a pintool for automated compound dispensing were performed at the S.M.A.R.T facility, Samuel Lunenfeld Research Institute as previously described [9]. Cells were seeded onto 384-well plates, and pinned with chemicals resuspended in DMSO to reach a final concentration of 1 μM (Prestwick library, Prestwick Chemical, San Diego, CA, USA). As a reference for 100 % activity, each plate included wells with cells treated with vehicle only, and background was measured with media in the absence of cells. Alamar blue (Invitrogen) was added 2 d post-treatment, and cell viability was read 5 h later. Screen data were normalized by Z score [24].

### MTT viability assay

For validation experiments, cells were seeded in 96-well plates and treated the following day. At 3 d post-treatment, 20 μL of 2 mg/mL MTT (3-[4,5-dimethylthiazol-2-yl]-2, 5-diphenyl tetrazolium bromide, Sigma-Aldrich) were added and incubated for 4 h. MTT/media solution was aspirated and replaced with DMSO and cell viability was read after 5 min incubation.

### Additional statistical analysis

Survival, drug response and IHC data were analyzed using Mantel-Cox test, non-linear regression and Student’s *t* test, respectively. Tumor-initiating cell (TIC) frequency was calculated using L-cal (www.stemcell.com).

## Results

### Targeted Pten deletion plus expression of a p53-R270H mutant in mammary epithelium accelerate mammary tumorigenesis

WAP-Cre:Pten^f/f^:p53^lox.stop.lox_R270H/+^ composite mice (WAP-Cre:Pten^f/f^:p53^lsl_R270H/+^ for short) developed mammary tumors with significantly shorter latency than parental WAP-Cre:Pten^f/f^ or WAP-Cre:p53^lsl_R270H/+^ females (Fig. 1a). Deletion of Pten and the loxP-stop-loxP cassette was confirmed by PCR (Fig. 1b). Histology analysis revealed that WAP-Cre:p53^lsl_R270H/+^ mice developed three major tumors types: spindle-like, PDA and mixed subtypes (Fig. 1c; Additional file 1). Tumor distribution in WAP-Cre:Pten^f/f^:p53^lsl_R270H/+^ mice was more similar to WAP-Cre:Pten^f/f^ mice including spindle-like, PDA, squamous carcinoma, adenomyoepitheliomas (AME) and mixed tumors. However, the ratio of these tumors varied (Fig. 1c). The spindle and PDA tumors were highly proliferative relative to other types as judged by Ki67 expression and expressed low levels of the myoepithelial cytokeratin marker, K14 (Fig. 1d). In contrast, the spindle tumors did not express the luminal marker, K18, whereas the PDAs showed low/variable expression pattern. We specifically stained the PDA and spindle-like tumors for the basal keratins K5 and K6, which are hallmarks of BLBC. We found that five of seven PDA were positive for K5, and four of seven were positive for K6. For the spindle tumors, three of three were positive for both K5 and K6 (Fig. 1e).

**Fig. 1:**
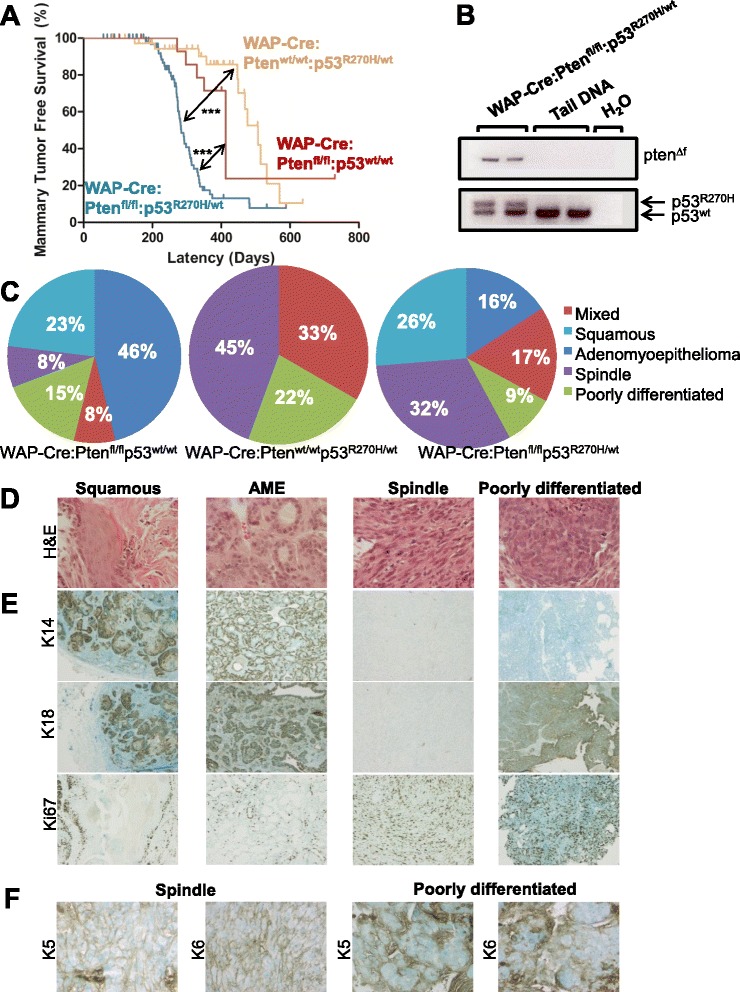
Pten deletion plus p53-R270H point mutation cooperate to accelerate mammary tumor formation. **a** Kaplan-Meier mammary tumor-free curves for WAP-Cre:Pten^fl/fl^:p53^wt/wt^ (n = 16; median latency - 413 days), WAP-Cre:Pten^wt/wt^:p53^R270H/wt^ (n = 39; median latency - 507 days), and WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ (n = 75; median latency - 291 days) mice. Statistical significance by Wilcoxon method: Pten versus p53, *p* = 0.0118; Pten/p53 vs. Pten, *p* < 0.0001; Pten/p53 vs. p53, *p* < 0.0001. **b** Detection of conditional Pten deletion and p53 mutant allele by PCR. **c** Distribution of tumor types (%) in WAP-Cre:Pten^fl/fl^:p53^wt/wt^ (*left*; n = 13), WAP-Cre:Pten^wt/wt^:p53^R270H/wt^ (*middle*; n = 9), and WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ (*right*; n = 76) mice. **d** Histology of the four major tumor types from WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ mice. Original magnification 40×. Larger images are presented in Additional file 1. **e** Representative IHC analysis of basal differentiation marker (K14), luminal differentiation marker (K18) and proliferation marker ki67 in the major tumor types from WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ mice. **f** Representative expression of basal differentiation marker (K5 and K6) in PDA (n = 7) and spindle (n = 3) tumors. *IHC* immmunohistochemistry, *PCR* polymerase chain reaction, *PDA* poorly differentiated adenocarcinoma

Prior to Cre-mediated recombination, the non-recombined p53^lsl_R270H^ gene acts as a null (−) allele [11], and the p53^lsl_R270H/wt^ mice are functionally p53^−/+^ in all tissues (including mammary epithelium). To determine if the p53^lsl_R270H^ allele was induced through deletion of the Lox-stop-lox cassette via WAP-Cre, we immunostained tumor sections for p53, which is stabilized by the p53^R270H^ mutation, leading to high expression. Some tumors were uniformly positive, indicative of Cre-recombination and p53^R270H^ expression; other tumors were negative or contained areas of p53-positive cells alongside p53-negative cells, likely reflecting clonal evolution (Fig. 2a-d). For all experiments (including IHC in Fig. 1) we only used and compared tumors with high p53 expression (i.e. expressing the p53^R270H^ allele) in large areas or throughout the tumor (e.g. Fig. 2c).

**Fig. 2:**
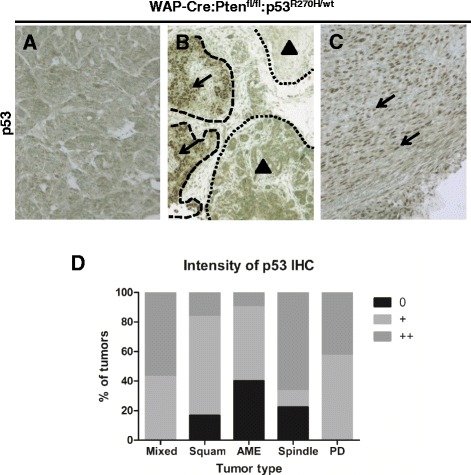
Analysis of mutant p53 accumulation in tumor cells. **a**-**c** p53 IHC of WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ tumors showing lack of p53 accumulation, indicating the p53^R270H^ allele was not activated in (**a**). *Arrows* and *dashed outlines* indicate a region with strong p53 accumulation; *arrowheads* and *dotted outlines* to regions with weak or no p53 accumulation (**b**). Note strong nuclear accumulation of mutant p53 in tumor cells (**c**). **d** Summary of mutant p53 accumulation in the major tumor types in WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ mice: mixed, n = 9; squamous, n = 4; AME, n = 9; spindle, n = 12; PDA, n = 6. *AME* adenomyoepithelioma, *IHC* immmunohistochemistry, *PDA* poorly differentiated adenocarcinoma

### Frequent tumor initiating cells (TICs) in poorly differentiated adenocarcinomas and spindle-like Pten^∆f^:p53^R270H^ tumors

One measure for tumor aggressiveness is the frequency of tumor-initiating cells (TICs), capable of inducing secondary tumors following transplantation into recipient mice [25, 26]. Pten^∆f^:p53^R270H^ tumors from each of the four different subtypes were dissociated to obtain single cells, cultured as tumorspheres in ultra-low attachment plates in serum-free media supplemented with EGF and FGF, passaged once, and then 1000 or 3500 cells were injected orthotopically into recipient female mice (Fig. 3a). While the squamous and AME gave undetectable or low TIC frequency of 1/4481, respectively, the spindle tumors showed TIC frequency of 1/925 and the PDA tumors an even higher frequency that was not calculatable because all recipient mice developed secondary lesions (Fig. 3b). Thus, Pten^∆f^:p53^R270H^ spindle and PDA tumors exhibit high TIC frequency, indicative of aggressive cancers. Interestingly, histology analysis of secondary tumors revealed dominant spindle histology even when primary lesions were from AME (4/4) or PDAs (11/16) (Fig. 3c), suggesting that they arose from rare mesenchymal/spindle subclones within these lesions.

**Fig. 3:**
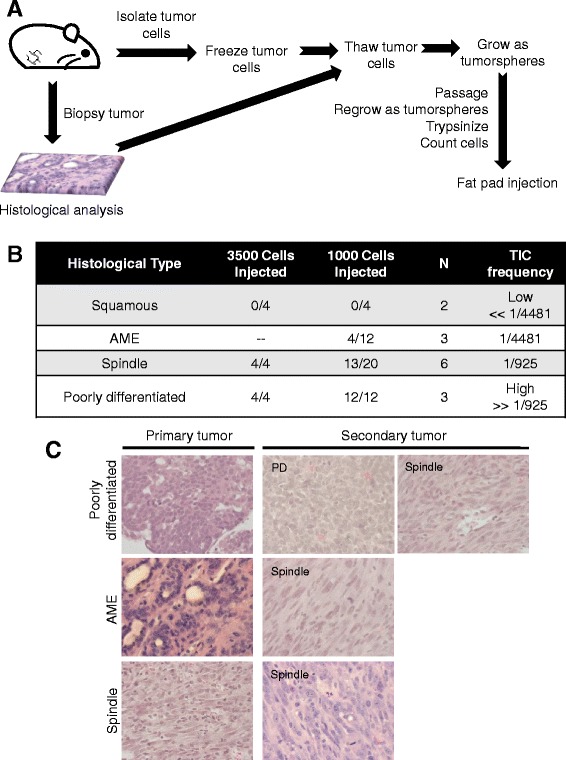
High frequency of TICs in PDA and spindle tumors. **a** Schematic illustration of the experimental design used to analyze TIC frequency in the four major tumor types. **b** Tumor-initiating cell (TIC) frequency in the major tumor subtypes in WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ mice, showing high frequency in PDA and spindle tumors. **c** Histology of secondary tumors showing a selection for spindle-like tumors. For PDAs - 5/16 secondary tumors remained PDAs, and the rest (11/16) became spindle. For AME tumors, 4/4 secondary were all spindle-like. All primary spindle tumors gave spindle secondary tumors. *AME* adenomyoepithelioma, *PDA* poorly differentiated adenocarcinoma

### Poorly differentiated and spindle-like Pten^∆f^:p53^R270H^ tumors cluster with known mouse models of basal-like and claudin-low breast cancer

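Gene expression was measured with Affymetrix Mouse Gene 1.0 ST arrays, 1 array per sample, in 31 samples. These were 8 PDA and 6 spindle tumors of the Pten ∆f:p53 R270H model, 11 Pten ∆f:p53 ∆f double-deletion tumors, 3 MMTV-Her2/Neu tumors, which carry a Neu transgene in the mammary epithelium, and 3 wild-type glands. Of the double-deletion tumors, 9 carry the histology label spindle and 2 a mixed label, and the 9 were compared with the other groups. The authors extracted total RNA, summarized and normalized the probe signals by robust multi-array averaging (RMA) in Partek and deposited log2 values for 35556 probe sets. The median of an array lay between 7.50 and 7.69 on this scale, and no value was missing. The interquartile range of an array lay between 2.44 and 3.14. The annotation pairs 21789 of the probe sets with 1 gene symbol and 1621 with several, and it does not list 12146. For each of 19938 genes, the probe set with the highest mean over all arrays was used. Groups were compared gene by gene with limma in 1 fit over all arrays, and a gene was counted as higher or lower at a Benjamini-Hochberg adjusted p under 0.05. Differences are on the log2 scale, as the mean of the first group named minus the mean of the other. In addition, 32 lists of pathway genes, lineage genes and markers of other cell types were tested for enrichment on the ranked limma statistics with 1000 permutations of the genes (fgsea), adjusted over the lists. Lists at the lowest p that the permutations allow share the same adjusted p within a comparison, which therefore does not rank them. Hierarchical clustering used complete linkage, as in the paper, on the 1000 genes with the largest variance among the arrays clustered. The intrinsic signatures and the arrays of other models and of human tumors were not used here. The number of arrays limits the precision: of simulated log2 changes of 1, 78.0% were called between the spindle tumors and the PDA and 64.0% between the control groups. The simulated noise was independent for each gene, so these shares do not cover outlying tumors or genes that move together.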

To molecularly classify the Pten^∆f^:p53^R270H^ spindle and PDA tumors, we performed unsupervised hierarchical clustering on six spindle and eight PDA tumors using an extended intrinsic breast cancer signature [9, 20]. To compare gene expression across platforms we used the DWD algorithm [27]. We included several normal mammary glands and MMTV-Her2/Neu tumors as internal controls. Cluster analysis grouped the normal glands and tumors with published wild-type mammary gland and MMTV-Her2/Neu tumors, respectively, thereby validating our normalization procedure (Fig. 3a). 

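The 3 MMTV-Her2/Neu tumors had lower levels of fat cell, blood vessel and contractile myoepithelial genes than the 3 wild-type glands, and higher levels of genes of cell division. All 12 adipocyte genes measured were lower (12 when adjusted over the list alone), with a median log2 difference of -4.50. Adipoq, which encodes the fat cell hormone adiponectin, fell by 5.76 on the log2 scale (standard error 0.61, limma adjusted p = 1.23e-07). Of 27 mitosis genes, 17 were higher and none was lower (24 higher when adjusted over the list alone), with a median of 1.04. Among them, Cdk1, the kinase that drives entry into mitosis, was higher by 1.59, and Cenpa, the histone variant of the centromere, by 1.52. Of 16 endothelial genes, 8 were lower (16 when adjusted over the list alone), among them the growth factor receptors Tek and Kdr at -2.33 and -1.47. Of 8 contractile genes of myoepithelial and smooth muscle cells, 3 were lower (5 when adjusted over the list alone), including Cnn1, which encodes calponin, at -3.50. Of 13 interferon-induced genes, 4 were higher (6 when adjusted over the list alone), among them Usp18 at 2.44. The adjusted p was 0.0081 for each of these 5 lists in the enrichment test. With an estimated correlation between genes (camera), the adjusted p = 0.000165 for the adipocyte genes, 0.19 for the mitosis, endothelial and contractile genes and 0.603 for the interferon genes. Jchain, which encodes the joining chain of secreted immunoglobulins, was also lower, by a log2 difference of -5.51 (standard error 1.12, adjusted p = 0.00171). These fat cell, vessel and immunoglobulin transcripts were measured in wild-type samples whose label describes purified epithelial cells. Erbb2, the mouse counterpart of the Neu transgene, stood at 11.34 ± 0.20 (SD, n = 3) in the Neu tumors and 8.54 ± 0.14 (SD, n = 3) in the glands (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). In the tree of all 31 arrays divided into 4 branches, the 3 wild-type glands formed a branch of their own, and the 3 Neu tumors stood together on a branch with 7 of the 8 PDA. In all, 826 genes were higher in the Neu tumors and 781 lower. When any array other than that of the Neu tumor N334 was left out, the total of 1607 genes fell to between 841 and 1004, and with only these 6 arrays in the fit it was 4085.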

Comparing our mammary tumors to 13 other mouse models of breast cancer [20], most (4/6) Pten^∆f^:p53^R270H^ spindle tumors clustered with other models of spindle tumors including certain p53-deficient, Brac1/p53-deficient and 7,12-dimethylbenzanthracene (DMBA)-induced mammary tumors (Fig. 4a). 

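Compared with the 8 PDA, the 6 spindle tumors had higher levels of connective tissue, blood vessel and lymphocyte genes. Of 24 mesenchymal and matrix genes, 13 were higher and none was lower (20 higher when adjusted over the list alone), with a median log2 difference of 1.42. They included Col3a1 and Col6a1, which encode collagen chains, at 1.63 and 1.71, the lysyl oxidase Loxl1 at 1.95 and the growth factor receptor Pdgfra at 1.42. Of 10 transcription factors of the epithelial to mesenchymal transition, Twist2 and Snai2 were higher (5 when adjusted over the list alone), Snai2 by 1.13. Of 15 genes reported to promote spread of breast cancer to lung, 5 were higher (7 when adjusted over the list alone), including the matrix protein Tnc at 1.81 and the adhesion receptor Vcam1 at 1.40. This list shares members, such as Lox and Postn, with the mesenchymal list, so these lists are not independent. Markers of other cell types moved with these genes. Of 16 endothelial genes, 11 were higher (15 when adjusted over the list alone), among them Cdh5 and Pecam1, adhesion molecules of vessel walls, at 1.34 and 1.15. Of 14 T and NK cell genes, 7 were higher (10 when adjusted over the list alone), including Cd3e, a chain of the T cell receptor complex, at 1.16. None of 19 macrophage genes passed limma's test over all genes (9 were higher when adjusted over the list alone and 11 at an unadjusted p under 0.05), with a median of 0.74. The adjusted p was 0.00717 for each of these 6 lists in the enrichment test. With an estimated correlation, the adjusted p = 0.103 for the mesenchymal, lung spread and T and NK cell genes, 0.138 for the endothelial genes and 0.402 for the transcription factors and the macrophage genes. Of 10 FOXO targets, which the PI3K pathway restrains, Cdkn1b and Pik3ip1 were lower (3 when adjusted over the list alone), at -0.67 and -0.72; with an estimated correlation, the list's adjusted p = 0.402. The largest differences in single genes were those of Brinp3 and Crabp1, which binds retinoic acid, at 3.24 and 2.83, and of the sialyltransferase St8sia6 and the secreted guidance factor Sema3b at -2.87 and -2.63. Sox10, a transcription factor of neural crest and mammary progenitor cells, was lower by a log2 difference of -2.29 (standard error 0.56, adjusted p = 0.0187). In the tree of the 14 Pten ∆f:p53 R270H tumors divided in 2, the spindle tumors LSL243-R2, LSL245-R3, LSL314 and LSL334-3R stood on 1 side. Altogether 545 genes were higher in the spindle tumors and 283 lower, or 435 and 474 when each array was centered on its median, and 2408 passed without the spindle tumors LSL211-L5 and LSL372-3L. With only the 14 arrays in the fit 33 genes passed, and without LSL243-R2, LSL245-R3, LSL314, LSL334-3R or LSL372-3L the total of 828 became 325, 370, 391, 281 or 1792.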

We attribute this incomplete consistency (4/6 rather than 6/6) to intra-tumor heterogeneity and the distinct biopsies taken for bioinformatics vs. histology. In contrast, all PDA (8/8) as well as two spindle-like tumors clustered most closely, albeit on a separate branch, with SV40 large T antigen-induced tumors, which were previously shown to resemble human basal-like breast cancer [20].

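The spindle tumors LSL211-L5 and LSL372-3L carried epithelial genes at the level of the PDA. The epithelial adhesion gene Epcam stood at 11.87 ± 1.86 (SD, n = 8) in the PDA and at 12.46 in LSL211-L5 and 12.93 in LSL372-3L, against 7.52 to 10.39 in the other 4 spindle tumors. The luminal keratin gene Krt18 followed the same order, with 12.32 ± 1.75 (SD, n = 8) in the PDA, 12.18 and 13.69 in the 2 tumors and 8.80 to 11.15 in the others. Basal keratin levels also stood high in LSL211-L5, with Krt14 at 11.66 and Krt5 at 11.54 there and at 9.71 and 9.52 in LSL372-3L. Skeletal muscle genes were high in LSL211-L5, by a mean of 2.99 (log2) over the median of all arrays. In the tree of the 14 Pten ∆f:p53 R270H tumors, both tumors stood on the side of the PDA J356-R, LSL276-3R, LSL285-2-2L, LSL374-2R and LSL88. The PDA J287-R, LSL165 and LSL228-2R stood on the other side, and J287-R had the lowest Epcam level of the PDA, at 8.43. With the 5000 most variable genes, all 8 PDA and the same 2 spindle tumors shared a side; with the genes of 6 lists alone (tight junctions, epithelial identity, transcription factors of the epithelial to mesenchymal transition, mesenchymal, basal and luminal genes), 1 of the 2, LSL211-L5, stood with the other spindle tumors. Across the 1000 most variable genes, which are not independent replicates, LSL372-3L had a Pearson correlation of 0.64 with the mean of the PDA, and LSL211-L5 one of 0.36. The other spindle tumors gave -0.15 (LSL243-R2), -0.49 (LSL245-R3), -0.47 (LSL314) and -0.44 (LSL334-3R).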

**Fig. 4:**
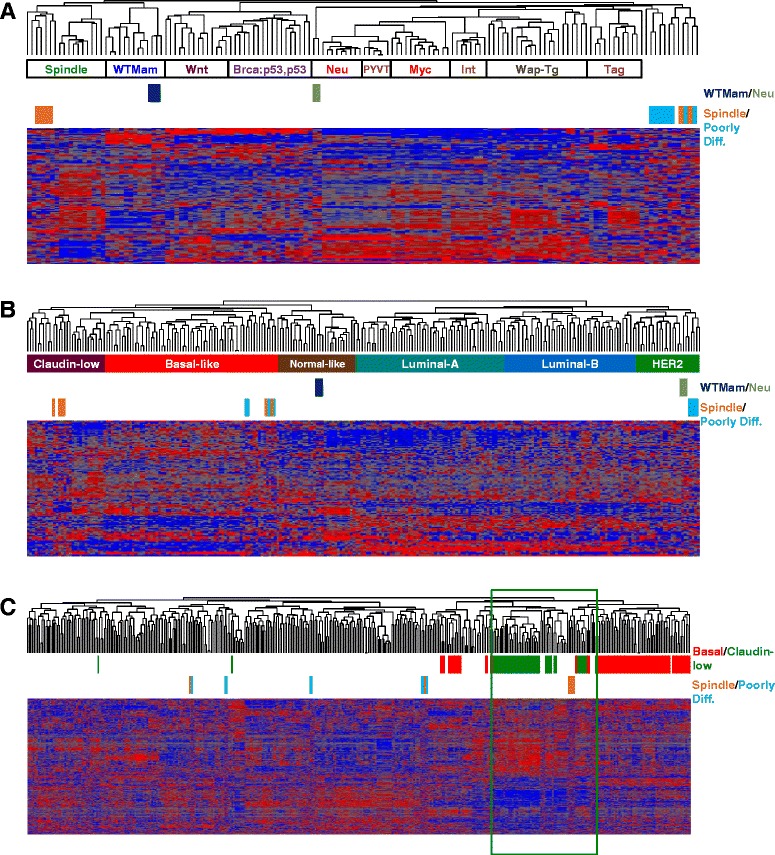
Molecular classification of PD and spindle WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ mammary tumors. **a** Cluster analysis of spindle and PD WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ mammary tumors using an intrinsic gene signature in comparison with 13 other mouse models of breast cancer. **b** Cluster analysis of spindle and PDAs WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ mammary tumors using an intrinsic gene signature in comparison with human tumor samples. **c** Cluster analysis of WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ mammary tumors with human claudin-low (*green*) and basal-like (*basal*) BC using the Prat et al. claudin-low signature. *BC* breast cancer, *PDA* poorly differentiated adenocarcinoma

### Poorly differentiated and spindle-like Pten^∆f^:p53^R270H^ tumors cluster with human basal-like and claudin-low breast cancer

We next compared our Pten^∆f^:p53^R270H^ tumors with the five human molecular breast cancer subtypes: ERα^+^ (luminal A and luminal B), HER2, basal-like and claudin-low breast cancer as well as normal-like tumors [20]. Despite the difficulty in this interspecies analysis, four mouse Pten^∆f^:p53^R270H^ spindle tumors clustered with human claudin-low breast cancer, whereas two tumors clustered with BLBC. 

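The 8 PDA differed from the 3 MMTV-Her2/Neu tumors in some genes of the keratins and of the Erbb receptors. Erbb2 stood at 9.86 ± 1.02 (SD, n = 8) in the PDA, from 8.20 in J287-R to 11.02 in LSL285-2-2L, and each of the 8 PDA lay below each Neu tumor (exact two-sided permutation test, p = 0.0303, adjusted over 3 genes 0.0364; limma adjusted p = 0.101). Erbb4, another receptor of this family, was lower by a log2 difference of -2.58 (standard error 0.30, limma adjusted p = 9.48e-06). The basal keratin Krt5 stood at 8.66 ± 1.83 (SD, n = 8) in the PDA and 5.76 ± 0.20 (SD, n = 3) in the Neu tumors, and Krt14 at 8.47 ± 1.64 and 5.86 ± 0.19 (exact two-sided permutation test for each gene, p = 0.0364, adjusted 0.0364; limma adjusted p = 0.227 and 0.194). The list of 18 basal epithelial genes ranked higher in the PDA in the enrichment test (adjusted p = 0.00821), with a median of 1.14 and all 18 differences above 0, but none of its genes passed limma's test (0 when adjusted over the list alone, and 9 higher at an unadjusted p under 0.05). With an estimated correlation, its adjusted p = 0.408. Of 14 luminal genes, Krt19 was higher, by 5.25 (1 when adjusted over the list alone; list adjusted p = 0.00821, and adjusted p = 0.498 with an estimated correlation). Of 20 p53 target genes, Phlda3 and Zmat3 were higher, by 2.60 and 0.76 (3 higher and 1 lower when adjusted over the list alone; list adjusted p = 0.142 with an estimated correlation). Of 29 axon guidance genes, the guidance factor Sema3b and the receptors Robo1 and Plxna1 were higher in the PDA, by 2.86, 1.83 and 1.12 (3 when adjusted over the list alone; list adjusted p = 0.306 with an estimated correlation). Of 12 adipocyte genes, Lep, which encodes leptin, was higher in the PDA, by 1.00 (9 when adjusted over the list alone), with a median of 1.02 and all 12 differences above 0 (list adjusted p = 0.00821, and adjusted p = 0.142 with an estimated correlation). The lists of 27 mitosis and 29 replication genes ranked lower in the PDA, with medians of -0.54 and -0.52 (adjusted p = 0.00821 for both, and adjusted p = 0.498 with an estimated correlation); none of their genes passed limma's test (2 mitosis genes and 0 replication genes lower when adjusted over the list alone, and 15 and 12 lower at an unadjusted p under 0.05). Gja1, which encodes a gap junction protein, was higher by 2.86 (standard error 0.47, adjusted p = 0.00102), and the protocadherin Pcdh10 and the membrane protease Mmp16 were lower by log2 differences of -3.62 and -3.87. In total 190 genes were higher in the PDA and 269 lower, or 215 and 192 when each array was centered on its median; 70 passed with only these 11 arrays in the fit. Without the PDA LSL165 the total of 459 became 772, and without the Neu tumor N348 or N362 it became 87 or 86.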

Four of the eight Pten^∆f^:p53^R270H^ PDAs clustered with human basal-like breast tumors, whereas four other PDAs clustered with HER2^+^ breast cancer (Fig. 4b). We note that in contrast to the original Herschkowitz et al. article, in which MMTV-Her2/neu mouse tumors clustered with human luminal breast cancer [20], in our classification, the Her2/Neu tumors clustered with human HER2^+^ breast cancer.

We next used a claudin-low signature developed by Prat et al. [21] and the GSE18229 dataset, to classify our Pten^∆f^:p53^R270H^ tumors with 397 human BC samples. The data was integrated by DWD and unsupervised clustering was done by complete linkage analysis. 

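Genes of tight junctions and of epithelial identity, which are low in claudin-low tumors, stood lower in 4 of the 6 Pten ∆f:p53 R270H spindle tumors than in most PDA. As the mean over 15 tight junction genes relative to the median of all arrays, LSL245-R3 lay at -0.54, LSL314 at -0.48, LSL334-3R at -0.48 and LSL243-R2 at 0.01, while LSL211-L5 lay at 1.34 and LSL372-3L at 1.85. The PDA lay between 0.15 and 1.75, except J287-R at -0.57. For 24 genes of epithelial adhesion and of epithelial transcription and splicing, the means were -0.97, -1.13, -0.86 and 0.14 in the same 4 spindle tumors and 2.22 and 2.23 in the other 2, against 0.24 to 2.52 in 7 PDA and -0.55 in J287-R. Over all 6 spindle tumors and 8 PDA, the epithelial list ranked lower in the spindle tumors (median log2 difference -1.13, 24 of 24 differences below 0). Its adjusted p in the enrichment test was 0.00717; with an estimated correlation, the adjusted p = 0.629. Of its members, the epithelial transcription factor Ovol2 was lower, by a log2 difference of -0.32 (1 when adjusted over the list alone). The tight junction list had an adjusted p = 0.013, and with an estimated correlation an adjusted p = 0.785; none of its 15 genes passed limma's test (0 when adjusted over the list alone, and 3 lower at an unadjusted p under 0.05). Without the PDA LSL276-3R or LSL374-2R, or without the spindle tumor LSL334-3R, its adjusted p was 0.0525, 0.0762 or 0.0716; over all alternatives it ranged from 0.0059 to 0.785.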

Again, the four mouse spindle tumors, but not the other (outliers) spindle or the eight PDA, clustered with human claudin-low BC (Fig. 4c). Thus, despite some variations due to difficulties with batch correction across different platforms and interspecies analysis as well as intra-tumor heterogeneity, most Pten^∆f^:p53^R270H^ spindle tumors and some of the PDAs clustered with human claudin-low or BLBC, respectively [20].

### Spindle-like Pten^∆f^:p53^R270H^ mutant and Pten^∆f^:p53^∆f^ deletion mammary tumors cluster closely together

We directly compared the expression levels of basal, luminal and mesenchymal markers, as defined by Herschkowitz et al., [20] in WAP-Cre:Pten^f/f^:p53^lsl_R270H/+^ mutant spindle and PDA tumors as well as WAP-Cre:Pten^f/f^:p53^f/f^ double-deletion spindle tumors [9]. Classification analysis with these markers grouped the four Pten^∆f^:p53^R270H^ spindle and nearly all (10/11) Pten^∆f^:p53^∆f^ spindle tumors together with human claudin-low BC, whereas six of eight Pten^∆f^:p53^R270H^ PDA grouped together with human BLBC (Fig. 5a).

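Lists of epithelial, luminal and basal genes ranked higher in the PDA than in the 9 double-deletion tumors labelled spindle, and that of mesenchymal genes lower. Of 24 epithelial identity genes, 22 were higher in the PDA and none was lower (22 higher when adjusted over the list alone), with a median log2 difference of 2.30; Epcam was higher by 3.48 (standard error 0.85, limma adjusted p = 0.00603). Of 14 luminal genes, 5 were higher (5 when adjusted over the list alone), among them the growth factor receptor Erbb3 at 3.13 and the keratin Krt8 at 2.05. Of 18 basal genes, Itgb4, Itga6, Id4 and Foxc1 were higher (4 when adjusted over the list alone), the integrins Itgb4 and Itga6, which anchor cells to the basement membrane, by 2.07 and 1.50. Of 24 mesenchymal and matrix genes, 18 were lower in the PDA and none was higher (20 lower when adjusted over the list alone), with a median of -1.42. These included Col1a2 at -2.15, Fn1, which encodes fibronectin, at -1.66 and the collagen cross-linking enzyme Lox at -2.96 (standard error 0.52, adjusted p = 0.000416). The enrichment test gave adjusted p = 0.00741 for the epithelial and mesenchymal lists, 0.0139 for the luminal and 0.0107 for the basal list. With an estimated correlation, the adjusted p = 0.319, 0.187, 0.403 and 0.58 in that order. Without dim genes the adjusted p of the basal list was 0.0663 and with fry 0.141, and over all its alternatives it ranged from 0.00326 to 0.58. The epithelial, mesenchymal and luminal lists passed with fry (adjusted p = 0.00588, 0.000132 and 0.0161). Macrophage markers moved with the mesenchymal genes: 13 of 19 were lower in the PDA (17 when adjusted over the list alone), among them the receptor Csf1r at -1.08, with a median of -0.85 and an adjusted p = 0.402 with an estimated correlation. Of 16 endothelial genes, Cldn5 and Erg were lower, at -0.69 and -0.49 (0 when adjusted over the list alone; list adjusted p = 0.00741, and adjusted p = 0.58 with an estimated correlation). Of 14 T and NK cell genes, Nkg7 and Cd8a were lower, at -0.93 and -0.37 (1 higher and 6 lower when adjusted over the list alone; list adjusted p = 0.0146, and adjusted p = 0.558 with an estimated correlation). In the tree of the 25 Pten ∆f:p53 R270H and double-deletion tumors divided in 2, the spindle tumors LSL243-R2, LSL245-R3, LSL314 and LSL334-3R stood with 9 of the 11 double-deletion tumors, namely 7 labelled spindle and both with a mixed label. The 8 PDA stood on the other side with LSL211-L5, LSL372-3L and the double-deletion tumors TW53-102 and TW53-51. Over all genes, 1735 were higher in the PDA and 1482 lower. Without TW53-102 and TW53-51, a choice made after the data were examined, 4443 genes passed.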

**Fig. 5:**
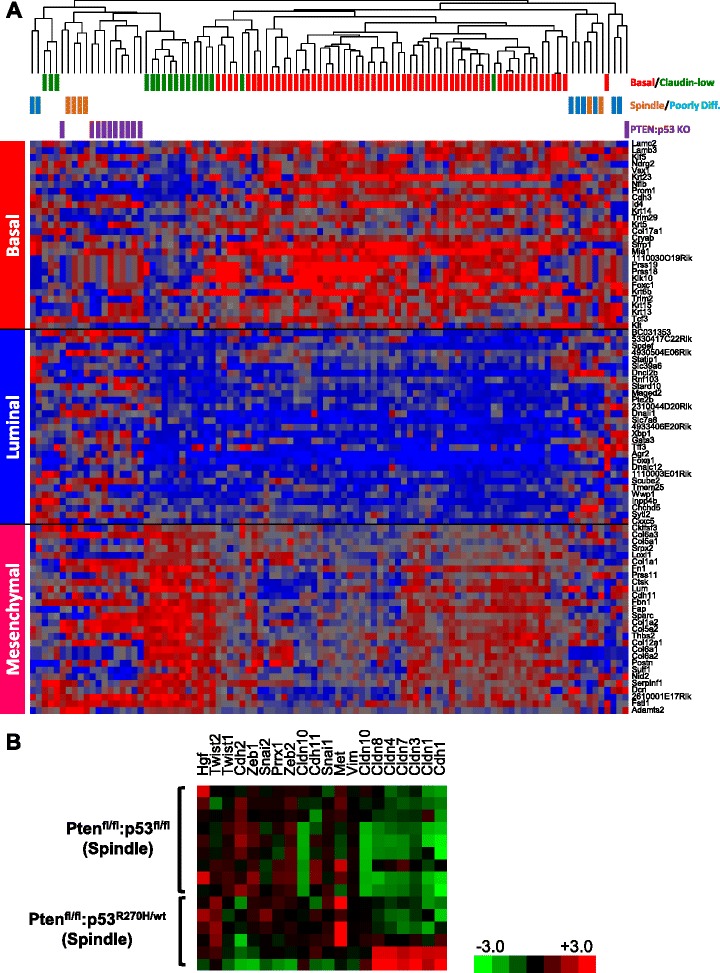
Molecular clustering of spindle-like Pten^∆f^:p53^R270H^ and Pten^∆f^:p53^∆f^ mammary tumors. **a** Hierarchical clustering using basal, luminal and mesenchymal genes showing that Pten^∆f^:p53^R270H^ and Pten^∆f^:p53^∆f^ spindle tumors grouped together with human claudin-low breast cancer, whereas Pten^∆f^:p53^R270H^ PDA and two of the spindle tumors grouped with human basal-like breast cancer. **b** Heat map showing expression of EMT genes in spindle-like Pten^∆f^:p53^R270H^ and Pten^∆f^:p53^∆f^ tumors. *EMT* epithelial to mesenchymal transition, *PDA* poorly differentiated adenocarcinoma

Heat map showing expression of claudins, mesenchymal and epithelial to mesenchymal transition (EMT) markers in Pten^∆f^:p53^R270H^ and Pten^∆f^:p53^∆f^ spindle tumors is shown (Fig. 5b). 

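The 3 claudin genes of tight junctions Cldn1, Cldn3 and Cldn7 were lower in the double-deletion spindle tumors than in the PDA, and Zeb2, a repressor of epithelial genes, was higher. Cldn3 stood at 8.74 ± 1.12 (SD, n = 9) in the double-deletion spindle tumors, 9.60 ± 1.87 (SD, n = 6) in the Pten ∆f:p53 R270H spindle tumors and 10.94 ± 1.25 (SD, n = 8) in the PDA. The PDA exceeded the double-deletion spindle tumors by 2.00, 2.20 and 2.00 for Cldn1, Cldn3 and Cldn7 (limma adjusted p = 0.0404, 0.00904 and 0.0147). Pten ∆f:p53 R270H spindle tumors lay below the PDA by log2 differences of -1.30, -1.34 and -1.41 for Cldn1, Cldn3 and Cldn7, which did not pass the exact two-sided permutation test (p = 0.183, 0.127 and 0.0783; adjusted over 7 genes 0.214, 0.178 and 0.137). Among the spindle tumors, Cldn3 was highest in LSL372-3L at 12.34 and LSL211-L5 at 11.46, followed by the double-deletion tumors TW53-102 at 10.98 and TW53-51 at 10.22; the remaining 11 lay between 7.78 and 9.30. Twist2, a transcription factor of mesenchymal cells, stood at 9.02 ± 0.57 (SD, n = 6) in the Pten ∆f:p53 R270H spindle tumors, 7.71 ± 0.72 (SD, n = 9) in the double-deletion spindle tumors and 7.30 ± 0.62 (SD, n = 8) in the PDA. Each of the 6 Pten ∆f:p53 R270H spindle tumors lay above the mean of the PDA (exact two-sided permutation test, p = 0.00133, adjusted over 7 genes 0.00932), and above that of the double-deletion spindle tumors (p = 0.0038 in the exact test, adjusted 0.0182; limma adjusted p over all genes 0.0565). Zeb2 stood at 9.24 ± 0.89 (SD, n = 6), 9.89 ± 0.71 (SD, n = 9) and 8.38 ± 0.37 (SD, n = 8) in these groups, and the PDA lay below the double-deletion spindle tumors by a log2 difference of -1.51 (adjusted p = 0.000906); Pten ∆f:p53 R270H spindle tumors exceeded the PDA by 0.86, which did not pass limma's test (adjusted p = 0.129). LSL372-3L had the lowest Zeb2 level of the Pten ∆f:p53 R270H spindle tumors, at 7.48, and TW53-102 that of the double-deletion spindle tumors, at 8.41. Of 10 transcription factors of the epithelial to mesenchymal transition, 5 were lower in the PDA than in the double-deletion spindle tumors (5 when adjusted over the list alone; list adjusted p = 0.00741, and adjusted p = 0.319 with an estimated correlation), including Zeb1 at -1.53 and Prrx1 at -1.33. Of 15 tight junction genes, 7 were higher in the PDA and Cldn12 was lower (10 higher and 1 lower when adjusted over the list alone; adjusted p = 0.402 with an estimated correlation).

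**Figure D1:**
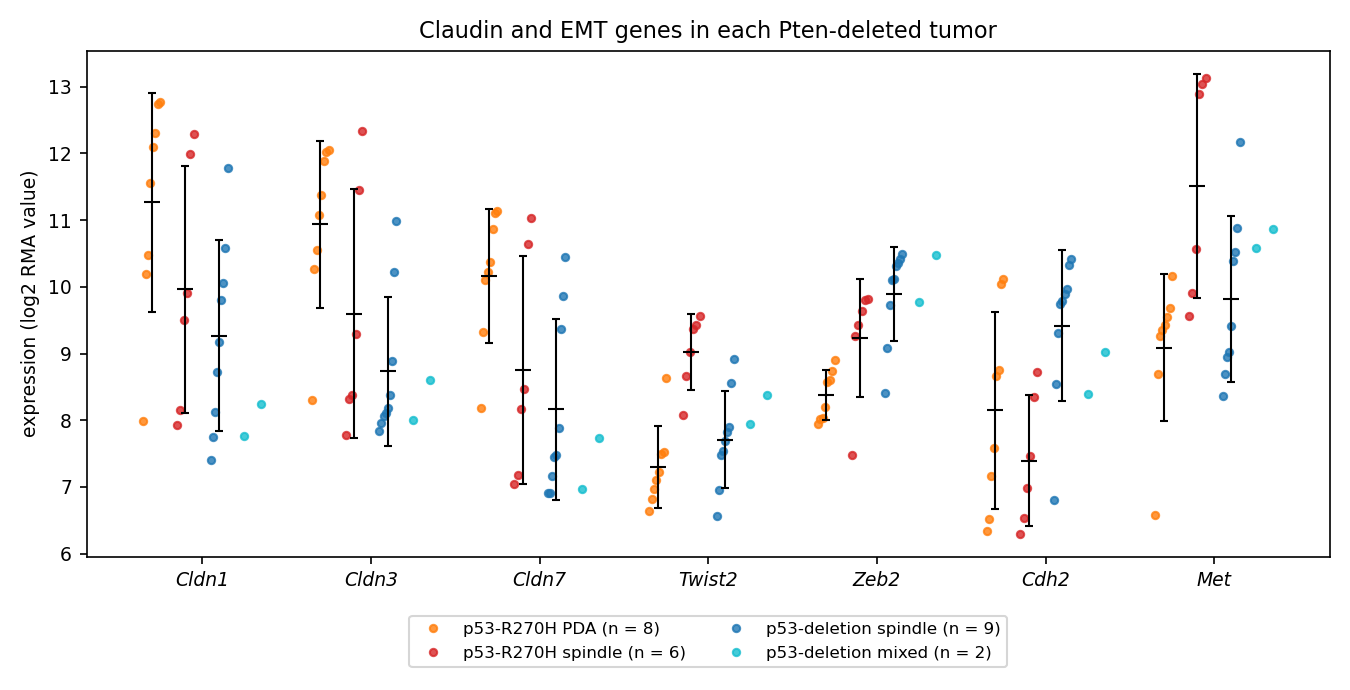
Log2 RMA expression (vertical axis) of Cldn1, Cldn3, Cldn7, Twist2, Zeb2, Cdh2 and Met (horizontal axis) in each Pten-deleted tumor. Points are tumors, bars show the mean and SD of the 3 groups of 6 to 9 tumors, and the 2 tumors with a mixed label have points only; for Cldn3, 4 tumors labelled spindle lie above 10.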

With the exception of the two Pten^∆f^:p53^R270H^ outliers, all tumors exhibited low expression of claudins (claudin 1, 3, 7) and high expression of EMT markers such as Twist2 and Zeb2. In contrast, N-cadherin (cdh2) was higher in Pten^∆f^:p53^∆f^ double-deletion compared with Pten^∆f^:p53^R270H^ mutant, whereas Met gene expression was relatively higher in mutant cells, suggesting that these tumors are not equally committed to EMT (see below).

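Cdh2, which encodes N-cadherin, was at lower levels in the Pten ∆f:p53 R270H spindle tumors than in the double-deletion spindle tumors, and Met, which encodes the receptor of hepatocyte growth factor, was at higher levels in some of them. Cdh2 stood at 7.39 ± 0.98 (SD, n = 6) in the Pten ∆f:p53 R270H and 9.42 ± 1.13 (SD, n = 9) in the double-deletion spindle tumors, a 4.07-fold difference. All 6 Pten ∆f:p53 R270H tumors lay below the mean of the double-deletion tumors (exact two-sided permutation test, p = 0.00519, adjusted over 7 genes 0.0182), while the limma adjusted p over all genes was 0.105. TW53-102 had the lowest Cdh2 level of the double-deletion spindle tumors, at 6.80, and without it the limma adjusted p was 0.0238; over all alternatives it ranged from 0.0079 to 0.261. Met stood at 11.52 ± 1.68 (SD, n = 6) and 9.82 ± 1.24 (SD, n = 9), a 3.24-fold difference. Of the Pten ∆f:p53 R270H spindle tumors, 5 lay above the mean of the double-deletion tumors and 3 above all of them (exact two-sided permutation test, p = 0.0452, adjusted over 7 genes 0.105; limma adjusted p = 0.199). Without LSL211-L5 and LSL372-3L, the difference in Met was 2.58, with a limma adjusted p = 0.0427; over all alternatives the adjusted p ranged from 0.0127 to 0.42. The Met levels were 12.88 in LSL243-R2, 13.13 in LSL245-R3 and 13.05 in LSL334-3R, against 9.57 to 10.56 in the other 3 Pten ∆f:p53 R270H spindle tumors; among the double-deletion tumors, TW53-63 was highest at 12.17. In these 4 tumors, Met and the neighboring genes Tes, Cav2, Cav1 and Capza2 on chromosome 6 were high together: relative to the median of all 31 arrays, Met lay 2.60 to 3.56 higher, Capza2, which encodes an actin capping protein, 2.02 to 2.37, and the caveolin gene Cav1 1.46 to 2.15. In the remaining 21 Pten-deleted tumors, Tes reached at most 1.61, Met 1.32, Cav2 1.07, Capza2 0.76 and Cav1 0.71. The order of the genes is that of the GRCm38.p6 annotation. From the differences in Cdh2 and Met, the paper proposes that the tumors with mutant and with deleted p53 are not equally committed to the epithelial to mesenchymal transition.

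**Figure D2:**
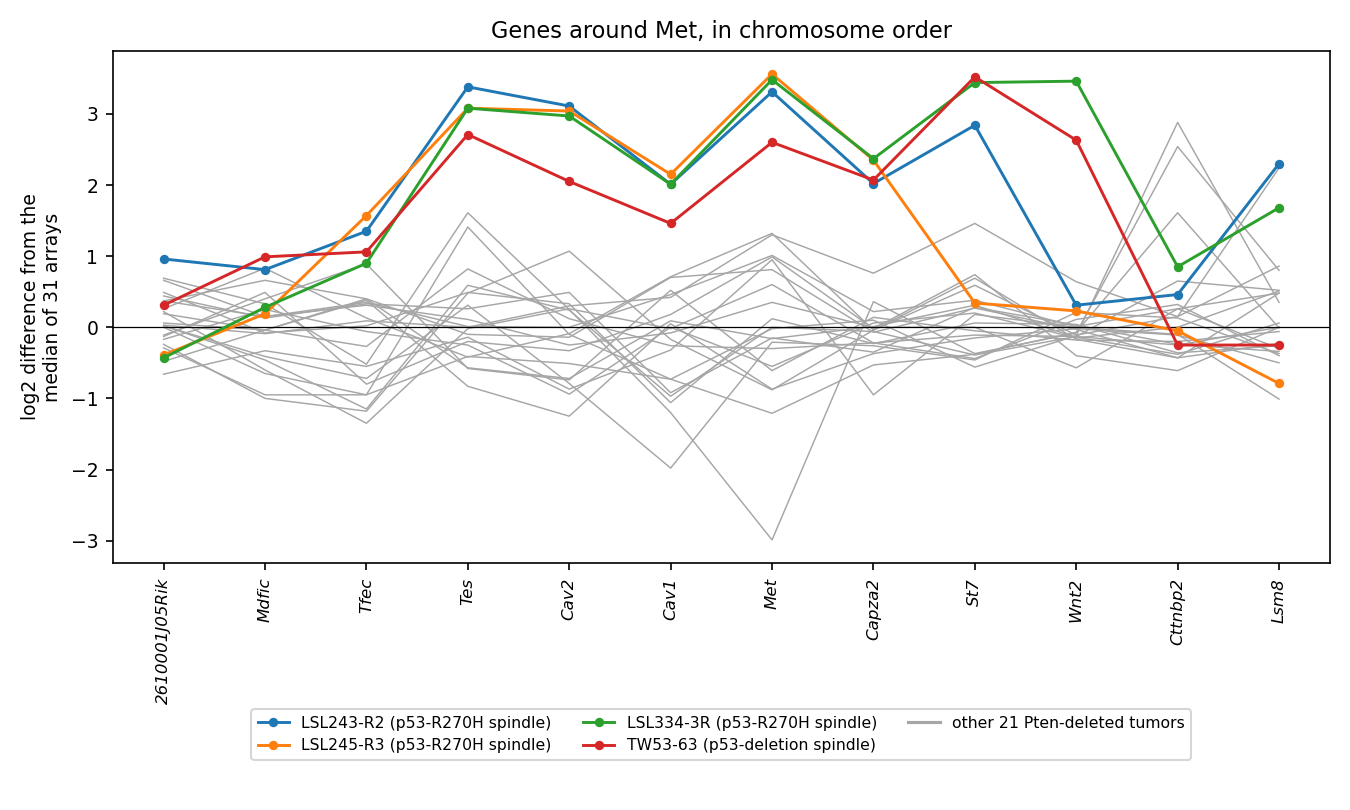
Expression of genes around Met in chromosome order (horizontal axis), as the log2 difference from the median of all 31 arrays (vertical axis), with 1 line per Pten-deleted tumor. The colored lines are LSL243-R2, LSL245-R3, LSL334-3R and TW53-63, in which Tes to Capza2 lie at 1.46 or higher, and the gray lines are the other 21 tumors.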

### FDA-approved drug screens reveal similar sensitivity of Pten^∆f^:p53^R270H^ and Pten^∆f^:p53^∆f^ claudin-low-like tumors to 8-azaguanine but no differential sensitivity to other drugs

In TNBC, p53 is disrupted by deletions or by mutations in the DBD [4]. Identification of drugs that can efficiently kill both tumor types or selectively target p53-deletion vs. p53-mutant-driven breast cancer are therefore of great interest. To identify such drugs, we set up a repurposing screen to identify FDA-approved drugs with common or differential effects on Pten^∆f^:p53^R270H^ vs. Pten^∆f^:p53^∆f^ tumors. We established and compared three spindle-like primary Pten^∆f^:p53^R270H^ and three Pten^∆f^:p53^∆f^ tumor cells, using HTP robotic screens of 1120 FDA-approved drugs (Prestwick library). The top three drugs that most efficiently suppressed all six tumor lines were the purine analog, 8-azaguanine, the imidazole antifungal agent, miconazole, and the dopamine antagonist, thiethylperazine malate (Fig. 6a). Despite growing interest in the effect of dopamine antagonists on cancer stem cells [28], we suspect that the effects of miconazole and thiethylperazine are not specific because multiple other imidazoles and dopamine inhibitors present in our FDA-approved library had much lower, often agonistic effects on tumor growth (Additional file 2; Discussion). Sensitivity of Pten^∆f^:p53^∆f^ and Pten^∆f^:p53^R270H^ tumor cells to 8-azaguanine was validated on the six lines revealing IC_50_ of 0.53 μM (Fig. 6b top; Discussion).

**Fig. 6:**
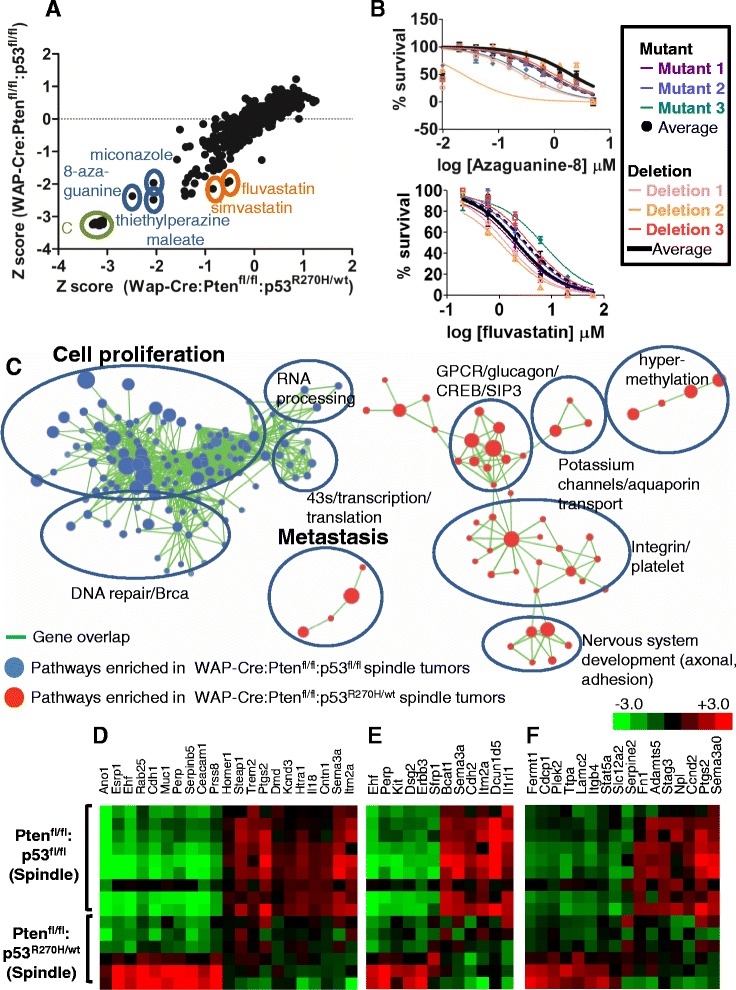
HTP screens and GSEA reveal similarities and differences between Pten^∆f^:p53^R270H^ and Pten^∆f^:p53^∆f^ mammary tumors. **a** Average response of three independent primary tumor lines from WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ mice vs. three independent primary tumor lines from WAP-Cre:Pten^fl/fl^:p53^fl/fl^ mice to 1120 FDA-approved small molecules. *Highlighted* are C (no cells negative control), 8-azaguanine, miconazole, thiethylperazine malate, fluvastatin and simvastatin. **b** Dose–response curves for 8-azaguanine (average IC_50_ = 0.53 μM; *top*) and fluvastatin (IC_50_ = 0.52 μM for mutant lines; IC_50_ = 0.34 μM for deletion lines; *bottom*) using MTT viability assay. **c** GSEA showing selected pathways enriched in claudin-low-like WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ (*red*) versus pathways enriched in WAP-Cre:Pten^fl/fl^:p53^wt/wt^ (*blue*) tumors. *Green lines* connect overlapping pathways. Proliferation and metastasis pathways are *highlighted*. **d**-**f** Heat map showing expression of metastasis (**d**), proliferation (**e**) and DNA repair (**d**) genes in Pten^∆f^:p53^R270H^ vs. Pten^∆f^:p53^∆f^ spindle-like tumors. *HTP* high-throughput, *GSEA*, gene set enrichment analysis

Tumors driven by a p53 DBD mutation are addicted to its continuous expression [29–31]. Addiction is at least in part due to mutant p53-mediated transcriptional activation of the mevalonate pathway, leading to increased sensitivity to statins, which inhibit 3-hydroxy-3-methyl-glutaryl-CoA (HMG-CoA) reductase, the enzyme that produces mevalonate [31]. Importantly, depletion of mutant p53 in these tumors leads to cell demise. This was observed by knocking down p53 mutant expression via RNA interference or through HSP90 inhibitors, which destabilize mutant p53. Accordingly, we found that knocking down p53^R270H^ protein expression via lenti-shRNA significantly reduced growth of primary Pten^∆f^:p53^R270H^ tumor cells (data not shown). However, selective inhibition of p53-mutant vs. p53-deleted TNBC may be achieved not only by destabilizing mutant p53 but also by targeting distinct oncogenic genes/pathways that cooperate with each p53 allele (i.e. mutation vs. deletion). We therefore asked whether any of the 1120 FDA-approved drugs had differential inhibitory effect on Pten^∆f^:p53^∆f^ vs. Pten^∆f^:p53^R270H^ tumor cells. Surprisingly, our screens identified two statins (fluvastatin and simvastatin) (Fig. 6a), as well as four other drugs (thiostrepton, podophyllotoxin, parbendazole, mebendazole) as having differential effects on Pten^∆f^:p53^R270H^ vs. Pten^∆f^:p53^∆f^. Upon robotic re-screens, Pten^∆f^:p53^∆f^ showed increased sensitivity relative to Pten^∆f^:p53^R270H^ tumor cells to low concentrations of fluvastatin and simvastatin but not to the other drugs (Additional files 3 and 4). This mild increase in sensitivity to statins was not reproducible or robust enough to show significance in subsequent validation experiments (*p* = 0.3341) (Fig. 6b; *bottom*). Taken together, using highly similar Pten^∆f^:p53^∆f^ vs. Pten^∆f^:p53^R270H^ claudin-low like tumor cells we found no robust differences in sensitivity to 1120 FDA-approved drugs (see Discussion).

### Claudin-low-like and basal-like Pten^∆f^:p53^R270H^ tumor cells have higher metastatic potential than Pten^∆f^:p53^∆f^ spindle mammary tumor cells

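The Pten ∆f:p53 R270H and double-deletion spindle tumors differed in 42 genes by limma's test: 21 were higher and 21 lower in the 6 Pten ∆f:p53 R270H tumors than in the 9 double-deletion tumors. The labels give no batch, so a difference in processing between the genotypes cannot be told apart from genotype. Igf1r, which encodes the receptor of insulin-like growth factor 1, was lower in the Pten ∆f:p53 R270H tumors by a log2 difference of -1.36 (standard error 0.22, limma adjusted p = 0.0103). Neurod1, Neurod4 and Otx2, transcription factors of the nervous system and the eye, were lower by log2 differences of -1.66, -1.39 and -1.35, and Upk1b, a membrane protein of the urothelium, by one of -2.26. Stag3, a subunit of the meiotic cohesin complex, was lower as well, at -1.31. Higher in the Pten ∆f:p53 R270H tumors were Mgl2, a lectin of macrophages and dendritic cells, by 2.15 (standard error 0.45, adjusted p = 0.0355), Myo5b, a motor protein of membrane traffic, by 1.94, and F11r, an adhesion molecule of tight junctions, by 1.68. The complement gene C2 was higher by 1.29 and the membrane protein Cd82, described as a suppressor of metastasis, by 1.20. Igf1r was also lower in the PDA than in the double-deletion spindle tumors, by a log2 difference of -1.21 (standard error 0.20, adjusted p = 0.000281), and Cd82 higher, by 1.16. At an unadjusted p under 0.05, 2646 genes differed. Without genes below the 40th percentile of mean level, which leaves out Upk1b, Neurod1, Neurod4, Otx2, Stag3 and C2, 19 genes were higher and 6 lower. After a further quantile normalization the calls were 19 higher and 40 lower, with arrays centered on their medians 13 and 24, and without TW53-102 and TW53-51, whose epithelial genes were high, a choice made after the data were examined, 581 genes passed, among them all 42. With array weights 929 genes passed, and 84 (26 higher and 58 lower) when TW53-102 and TW53-102b, and TW53-104 and TW53-104b, whose labels share a stem, were averaged. Without 1 tumor the count ranged from 7 (without LSL243-R2) to 192 (without TW53-102), with 9 to 12 without LSL211-L5, LSL245-R3, LSL334-3R, TW53-104, TW53-70, TW53-80 or TW53-88 and 69 to 95 without TW53-104b, TW53-51 or TW53-63.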

Results from our cluster analysis and HTP screens suggested that despite the similarity, Pten^∆f^:p53^R270H^ and Pten^∆f^:p53^∆f^ spindle tumors exhibited variances. To explore such differences further, we performed pathway analysis using GSEA. Pathways enriched in the Pten^∆f^:p53^∆f^ spindle tumors (*blue* in Fig. 6c) were associated with cell proliferation and DNA repair/Brca, whereas pathways induced in Pten^∆f^:p53^R270H^ spindle tumors (*red*) were related to metastasis and other pathways (heat map of selected genes Fig. 6d-f).

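Genes of DNA replication and DNA repair ranked lower in the Pten ∆f:p53 R270H than in the double-deletion spindle tumors, by small amounts. For 29 replication genes, all differences lay below 0, with a median log2 difference of -0.29, and for 30 repair genes of homologous recombination, the Fanconi pathway and mismatch repair, 25 did, with a median of -0.20. The enrichment test gave an adjusted p = 0.00987 for each list; none of their genes passed limma's test (0 when adjusted over the list alone for both, and 2 and 5 lower at an unadjusted p under 0.05), and with an estimated correlation, the adjusted p = 0.747 and 0.7. Among them, the DNA ligase Lig1 differed by -0.47 and Rad51ap1, a partner of the recombinase Rad51, by -0.59, which did not pass. Of 27 mitosis genes, none passed limma's test (0 when adjusted over the list alone and 0 at an unadjusted p under 0.05), with a median of -0.09 and a list adjusted p = 0.333; it was 0.0396 without LSL314, 0.0261 with all 11 double-deletion tumors and between 0.00726 and 0.998 over all alternatives. For 15 genes reported to promote spread of breast cancer to lung, none passed limma's test (0 when adjusted over the list alone, and 1 higher and 3 lower at an unadjusted p under 0.05; list adjusted p = 0.383). Their median was 0.02 and their mean -0.20, and the median turned to -0.06 after a further quantile normalization and to -0.03 with arrays centered. Of the gene labels of Fig. 6d, 21 were measured, 10 with a difference above 0, such as Rab25 at 1.69 and Muc1 at 1.52, and 11 below 0, such as Itm2a at -1.81 and Ptgs2 at -1.51. Of those of Fig. 6e, 11 were measured, 6 above 0, including the receptor genes Erbb3 and Kit at 1.28 and 1.42, and 5 below 0, including Bcat1 at -1.66 (adjusted p = 0.0521) and Dcun1d5 at -2.24 (adjusted p = 0.0809). Of those of Fig. 6f, 14 were measured, 7 on each side of 0. Of these labels, Stag3 alone passed limma's test between the spindle tumors. Epithelial identity genes ranked higher in the Pten ∆f:p53 R270H spindle tumors (median 0.79, 24 of 24 above 0, none passing limma's test, 0 when adjusted over the list alone and 2 higher at an unadjusted p under 0.05; list adjusted p = 0.00987, and adjusted p = 0.7 with an estimated correlation). Without LSL211-L5 and LSL372-3L the epithelial list turned lower, with an adjusted p = 0.975 (4.46e-06 to 0.975 over all alternatives). Lists of other cell types moved in the same comparison. All 16 endothelial genes, 13 of 14 T and NK cell genes and 10 of 12 adipocyte genes lay above 0, with medians of 0.48, 0.24 and 0.31 (list adjusted p = 0.00987, 0.0152 and 0.0307, and adjusted p = 0.7, 0.7 and 0.753 with an estimated correlation). None of these genes passed limma's test (0, 3 and 0 higher when adjusted over the list alone, and 5, 5 and 0 at an unadjusted p under 0.05). Dcun1d5 lies on chromosome 9 near Birc2, Birc3 and Yap1, genes of inhibitors of apoptosis and of an effector of the Hippo pathway, with Mmp13, Mmp12, Mmp3, Mmp10 and Tmem123 among the genes between them. In 6 double-deletion spindle tumors, TW53-102b, TW53-104, TW53-104b, TW53-70, TW53-80 and TW53-88, these 4 genes were high together: relative to the median of all 31 arrays, Dcun1d5 lay 3.07 to 3.78 higher, Birc2 2.54 to 3.88, Birc3 1.47 to 3.10 and Yap1 2.15 to 3.15. Of the genes between them, Mmp12 and Mmp3 lay at -1.03 and -0.56 in TW53-102b. In the remaining 19 Pten-deleted tumors, these 4 genes reached at most 0.67, 0.60, 0.48 and 0.47. Other neighbors were high in some of these tumors, Mmp13 up to 2.97, Mmp3 up to 2.73, Mmp10 up to 2.29, Mmp12 up to 1.69 and Cfap300 up to 1.32. In its GSEA, the paper reports pathways of proliferation and DNA repair as enriched in the double-deletion spindle tumors. For the Pten ∆f:p53 R270H spindle tumors it reports pathways related to metastasis, among others, and it goes on to measure metastatic potential.

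**Figure D3:**
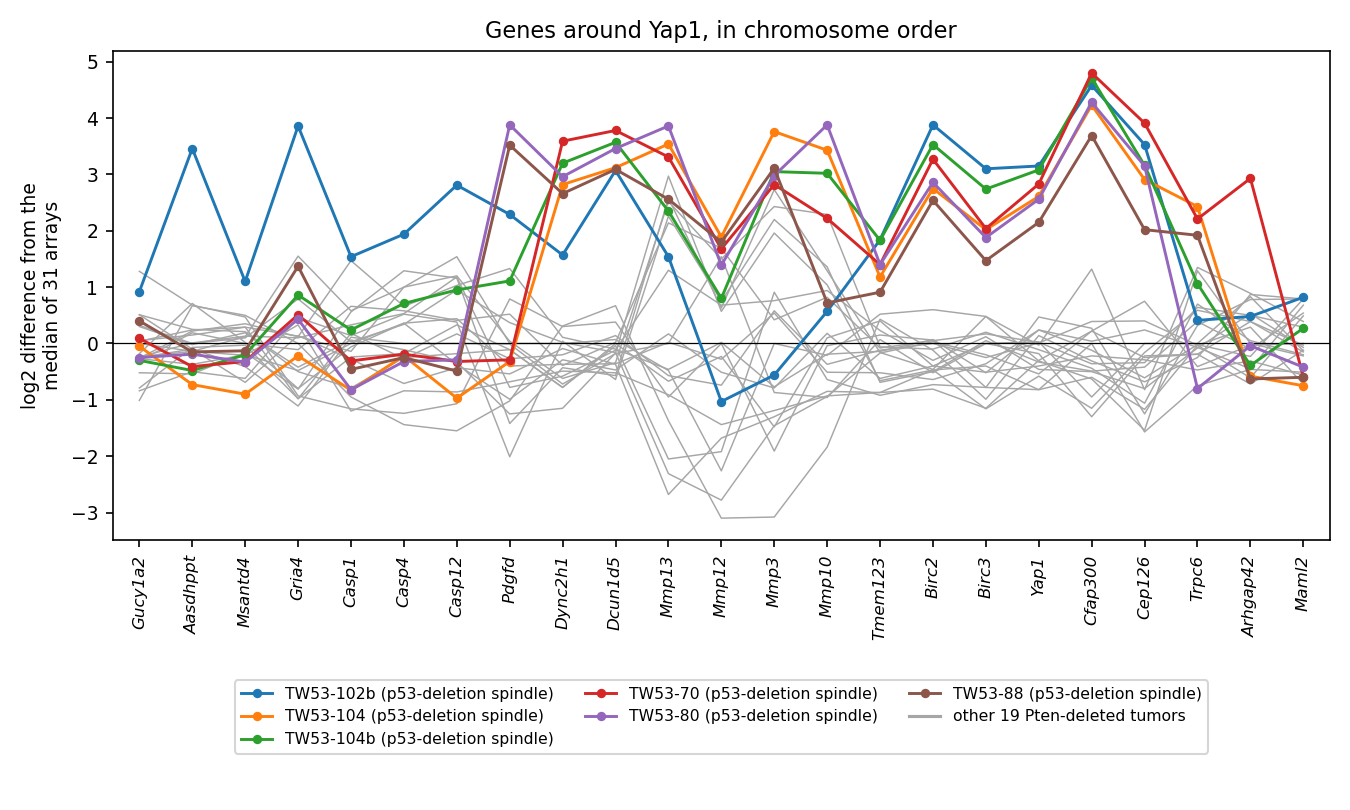
Expression of genes around Yap1 in chromosome order (horizontal axis), as the log2 difference from the median of all 31 arrays (vertical axis), with 1 line per Pten-deleted tumor. The colored lines are the 6 double-deletion spindle tumors in which Birc2 lies at 2.54 or higher, and the gray lines are the other 19 tumors.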

To functionally test the latter observation, we determined the metastatic potential of primary Pten^∆f^:p53^R270H^ spindle-like and PDA relative to primary Pten^∆f^:p53^∆f^ spindle tumor cells using tail vein injection assays. Although this assay does not monitor invasion and intravasation through the basal membrane into a blood or lymphatic vessel – it does measure for the ability of tumor cells to survive in the circulating system, extravasate and form macrometastases in distal sites, a rate-limiting step in the metastatic cascade. Following engraftment, mice were closely monitored for breathing difficulty, weight loss and sickness. Using these criteria, end points following transplantation of Pten^∆f^:p53^R270H^ spindle and PDA tumor cells were significantly shorter than for Pten^∆f^:p53^∆f^ double-deletion tumors (Fig. 7a). Upon autopsy, lungs from all engrafted mice contained macroscopic nodules, which were confirmed as lung metastases by histological examination (Fig. 7b-c). Like the TIC assay (Fig. 3), the lung metastases from spindle tumors invariable shared the same spindle-shaped morphology as the parental tumors from which they were derived, whereas primary PDAs gave rise to metastases that showed either PDA or spindle morphology (Fig. 7d-e). These observations point to subclonal diversity/intra-tumor heterogeneity and more efficient metastasis by Pten^∆f^:p53^R270H^ spindle tumor cells.

**Fig. 7:**
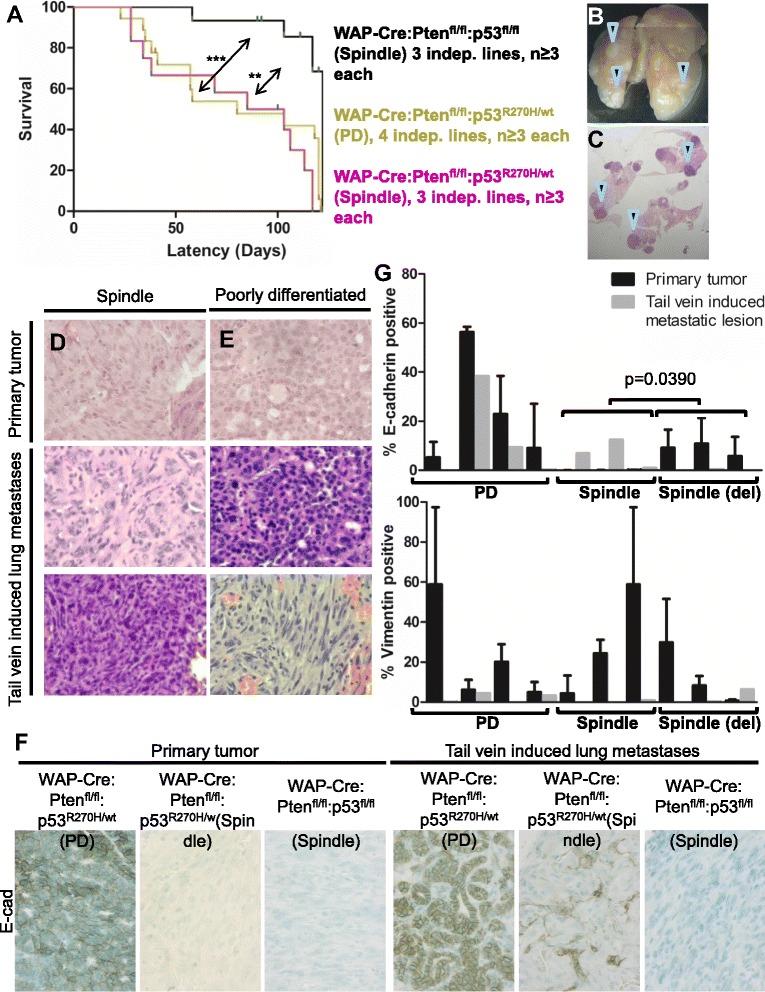
WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ spindle and PDA tumor cells exhibit higher metastatic potential than WAP-Cre:Pten^fl/fl^:p53^fl/fl^ spindle tumor cells. **a** Kaplan-Meier survival curve of NOD/SCID female mice following tail vein injection with indicated primary tumor cells showing that p53^R270H^ mutation accelerated metastatic formation relative to p53 deletion. Mice were euthanized when moribund. Statistical significance by Wilcoxon method: spindle Pten^fl/fl^/p53^fl/fl^ vs. spindle Pten^fl/fl^/p53^R270H^, *p* = 0.0004; spindle Pten^fl/fl^/p53^fl/fl^ vs. PDA Pten^fl/fl^/p53^R270H^, *p* = 0.0012; spindle Pten^fl/fl^/p53^R270H^ vs. PDA Pten^fl/fl^/p53^R270H^, *p* = 0.16. **b**-**e**. Representative whole lung (**b**) and H&E images (**c**) of mice injected with WAP- Cre:Pten^fl/fl^:p53^R270H/wt^ mammary tumor cells at end point. *Arrowheads* indicate metastatic lesions. Representative H&E images of (**d**) primary spindle and (**e**) primary PDA WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ mammary tumors and their metastatic counterparts. Note that one of the metastatic lesions from the PDA had spindle-shaped morphology (*bottom right*). **f** Representative images of E-cadherin expression in primary WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ and WAP-Cre:Pten^fl/fl^:p53^fl/fl^ mammary tumors and lung metastases. **g** Expression levels of epithelial (E-cadherin) and mesenchymal (vimentin) markers in primary WAP-Cre:Pten^fl/fl^:p53^R270H/wt^ and WAP-Cre:Pten^fl/fl^:p53^fl/fl^ mammary tumors and lung metastases. *H&E* hematoxylin and eosin, *PDA* poorly differentiated adenocarcinoma

Primary Pten^∆f^:p53^∆f^ spindle tumors and their metastases showed near complete absence of the epithelial marker E-cadherin. In contrast, while Pten^∆f^:p53^R270H^ primary spindle tumors were largely negative for E-cadherin, lung metastases expressed significantly more of this transmembrane glycoprotein than primary lesions; PDA primary tumors were positive for E-cadherin to varying degrees, and this was largely preserved in metastatic counterparts (Fig. 7f-g). While E-cadherin expression increased in Pten^∆f^:p53^R270H^ metastases, expression of the mesenchymal marker vimentin was reduced (Fig. 7g, Additional file 5). Together these results suggest that increased metastatic potential of Pten^∆f^:p53^R270H^ relative to Pten^∆f^:p53^∆f^ tumors may be attributed at least in part to their ability to undergo partial mesenchymal to epithelial (MET) conversion, which is required for efficient colonization and growth at distal sites [32].

## Discussion

We show that targeted deletion of the tumor suppressor Pten together with expression of a p53 DBD mutant, R270H, in mammary epithelium via WAP-Cre induces diverse mammary tumor subtypes including PDA and spindle tumors. Intra- and inter-species cluster analysis classified most PDA and spindle tumors as basal-like and claudin-low like TNBC, respectively. In stark contrast, double-deletion tumors from WAP-Cre:Pten^f/f^:p53^f/f^ mice invariably cluster with human claudin-low breast cancer [9]. Claudin-low-like TNBC were also found when Pten and p53, or Rb plus p53 were homozygously deleted via MMTV-Cre [9, 17], or when the MET oncogene was overexpressed in mammary epithelium together with homozygous p53 deletion [33]. Indeed, these articles showed that homozygous loss of p53 alone induces many, though not exclusively, claudin-low-like tumors, indicating that deletion of this tumor suppressor in the mouse directs tumorigenesis toward this subtype. The Pten^∆f^:p53^R270H^ PDAs expressed the basal keratins K5 and K6, clustered with mouse models of BLBC and with human BLBC samples, exhibited high TIC frequency, and readily formed lung metastases following tail vein injections. Thus, WAP-Cre:Pten^f/f^:p53^lsl_R270H/+^ mice offer a new model to study basal-like as well as claudin-low Pten/p53-deficient TNBC. Our results also suggest that WAP-Cre:p53^lsl_R270H/+^ rather than WAP-Cre:p53^f/f^ mice should be used to model human breast cancer in conjunction with mutations in other breast cancer drivers.

Pten^∆f^:p53^∆f^ and Pten^∆f^:p53^R270H^ tumors provide the means to compare histologically indistinguishable tumors with either mutation of deletion of p53. We therefore performed FDA-approved drug screens to identify compounds that can kill both tumors or preferentially target tumors driven by p53 deletion or mutation. We found that 8-azaguanine, a purine analog, efficiently killed both Pten^∆f^:p53^∆f^ and Pten^∆f^:p53^R270H^ tumors. Sensitivity to 8-azaguanine may reflect high cell proliferation or low levels of guanine deaminase, which can convert this purine analog to a noncytotoxic metabolite (8-azaxanthine) [34]. 8-azaguanine incorporation via hypoxanthine guanine phosphoribosyl transferase (HGPRTase) leads to inhibition of purine nucleotide synthesis. It may also be toxic due to its incorporation into RNA [35]. Despite some benefits to leukemia patients, adverse dermatological reactions, nausea and vomiting limit its use [36]. Additional analysis is required to assess possible benefits, if any, of 8-azaguanine either alone or in combination with PI3K antagonists or other inhibitors for Pten/p53-deficient TNBC. Notably, in a kinome screen of Pten^∆f^:p53^∆f^ tumors we identified eEF2K antagonists as better inhibitors than AKT and PI3K inhibitors [9]. Such pathway-specific drugs are much more likely to have a large therapeutic window as compared to cytotoxic drugs like 8-azaguanine. Additional screens with both Pten^∆f^:p53^∆f^ and Pten^∆f^:p53^R270H^ tumors as well as with human Pten/p53-deficient breast cancer lines using large libraries of divergent compounds may uncover new potent drugs for this aggressive cancer subtype.

Contrary to published results on increased sensitivity of mutant p53 to statins [31], we observed consistent but mild and statistically insignificant increase in sensitivity of Pten^∆f^:p53^∆f^ tumor cells to HMG-CoA inhibitors relative to Pten^∆f^:p53^R270H^ tumor cells. One explanation for this discrepancy may be that although p53 mutation alone increases sensitivity to statins by inducing the mevalonate pathway, tumors that develop in the absence of p53 (p53 deletion) may increase sensitivity to statins through other mechanisms. Indeed, we found that a signature that predicts sensitivity to statins [37] is elevated in Pten^∆f^:p53^∆f^ relative to Pten^∆f^:p53^R270H^ tumor cells (not shown). We note that the FDA-approved drug library we used here does not include the HSP90 inhibitor geldanamycin or its more potent derivatives, which destabilize mutant p53. However, we found that knockdown of p53^R270H^ protein impeded cell growth (not shown) indicating that Pten^∆f^:p53^R270H^ tumor cells are addicted to continuous expression of mutant p53.

Despite – and perhaps because of – the inter- and intra-tumor heterogeneity seen in WAP-Cre:Pten^f/f^:p53^lsl_R270H/+^ mice, they offer certain advantages over WAP-Cre:Pten^f/f^:p53^f/f^ mice. First, they develop PDA/basal-like tumors in approximately 10 % of mice and spindle/claudin-low-like tumors in approximately 30 % of mice. Tumor-bearing animals can be biopsied to determine histology and then treated with candidate drugs, allowing their effect to be tested on diverse tumor types with similar oncogenic initiation events (Pten loss; p53 mutation). Alternatively, as described herein, tumors can be harvested, frozen, classified and then transplanted to obtain multiple xenografts with uniform tumor subtype. Together, the WAP-Cre:Pten^f/f^:p53^lsl_R270H/+^ and WAP-Cre:Pten^f/f^:p53^f/f^ mice model the spectrum of p53 gene aberrations and Pten loss seen in human TNBC.

Using GSEA and functional analysis we showed that Pten^∆f^:p53^R270H^ tumor cells are more metastatic than Pten^∆f^:p53^∆f^ tumors and this was correlated with induction of E-cadherin in lung metastases from Pten^∆f^:p53^R270H^ tumor cells. P53 mutations in the DBD were shown to increase metastasis through induction of EMT via several routes including sequestration of p63, stabilization/activation of SLUG/SNAIL, induction of the mir130b-Zeb1 axis, TWIST and SLUG transcription factors and other mechanisms [12, 38–42]. Our study suggests that once disseminating mutant p53 tumors home at distal sites, they more readily undergo MET, which enhances colonization, the dominant rate-limiting step of the metastatic cascade [32, 43, 44].

## Conclusions

WAP-Cre:Pten^f/f^:p53^lox.stop.lox_R270H/+^ mice described herein together with WAP-Cre:Pten^f/f^:p53^f/f^ mice [9], provide powerful preclinical models to interrogate and decipher the genetic cooperation that drive primary basal-like and claudin-low TNBC development and metastatic spread/colonization, as well as identify and test for novel therapeutics that target these aggressive breast cancers.

## Additional files

Additional file 1:
**Representative large images of histology of primary WAP-Cre:Pten** ^**fl/fl**^ **:p53** ^**R270H/wt**^ **mammary tumors shown in Fig.** 1 **.** (PPT 1510 kb) Additional file 2:
**Z scores for response to dopamine antagonist (amoxapine, clomipramine hydrochloride, clozapine, domperidone maleate, droperidol, metoclopramide monohydrochloride, risperidone, thiethylperazine malate, thioridazine hydrochloride, trifluoperazine dihydrochloride, and trimipramine maleate salt) and imidazole antifungal (butoconazole nitrate, clotrimazole, econazole nitrate, isoconazole, ketoconazole, miconazole, sertaconazole nitrate, and sulconazole nitrate) treatment of three independent primary WAP-Cre:Pten** ^**fl/fl**^ **:p53** ^**R270H/wt**^ **tumor lines and three independent primary WAP-Cre:Pten** ^**fl/fl**^ **:p53** ^**fl/fl**^ **tumor lines.** (PPT 102 kb) Additional file 3:
**Dose–response curves for fluvastatin and simvastatin in three independent primary WAP-Cre:Pten** ^**fl/fl**^ **:p53** ^**R270H/wt**^ **tumor lines and three independent primary WAP-Cre:Pten** ^**fl/fl**^ **:p53** ^**fl/fl**^ **tumor lines.** Insignificant *P* values for both curves. In addition, for simvastatin, when the six lines were analyzed independently, IC_50_ for the three mutant lines were: 2.829, 2.474 and 0.1096; IC_50_ for the three deletion lines were: 0.01233, 0.1911 and 0.01995. *P* value of these six IC_50_ values was 0.18. (PPT 108 kb) Additional file 4:
**Dose–response curves for thiostrepton, podophyllotoxin, mebendazole and parbendazole in three independent primary WAP-Cre:Pten** ^**fl/fl**^ **:p53** ^**R270H/wt**^ **tumor lines and three independent primary WAP-Cre:Pten** ^**fl/fl**^ **:p53** ^**fl/fl**^ **tumor lines.** Insignificant *P* values for all curves. (PPT 930 kb) Additional file 5:
**Representative images of vimentin immunostaining of primary WAP-Cre:Pten** ^**fl/fl**^ **:p53** ^**R270H/wt**^ **and WAP-Cre:Pten** ^**fl/fl**^ **:p53** ^**fl/fl**^ **mammary tumors and lung metastases (quantification in Fig.** 7 **).**

## Abbreviations

AME: Adenomyoepithelioma
BC: Breast cancer
BLBC: basal-like breast cancer
DBD: DNA-binding domain
DMEM: Dulbecco’s modified Eagle’s medium
DWD: Distance-weighted discrimination
EGF: Epidermal growth factor
EMT: Epithelial to mesenchymal transition
ERα: Estrogen receptor alpha
FDA: Food and Drug Administration
FGF: Fibroblast growth factor
GSEA: Gene set enrichment analysis
HER2: Human epidermal growth factor receptor 2
HMG-CoA: 3-hydroxy-3- methyl-glutaryl-CoA
HTP: High-throughput
IHC: Immunohistochemistry
MET: Mesenchymal to epithelial transition
MMTV: Mouse mammary tumor virus
PCR: Polymerase chain reaction
PDA: Poorly differentiated adenocarcinoma
PIP2: Phosphatidylinositol (4, 5)-disphosphate
PIP3: Phosphatidylinositol (3, 4, 5)-trisphosphate
PTEN: Phosphatase and tensin homolog deleted in chromosome 10
TIC: Tumor-initiating cell
TNBC: Triple-negative breast cancer
WAP: Whey acidic protein

## References

[1] Prat A, Adamo B, Cheang MC, Anders CK, Carey LA, Perou CM (2013). Molecular characterization of basal-like and non-basal-like triple-negative breast cancer. Oncologist..

[2] Curtis C, Shah SP, Chin SF, Turashvili G, Rueda OM, Dunning MJ (2012). The genomic and transcriptomic architecture of 2,000 breast tumours reveals novel subgroups. Nature..

[3] Banerji S, Cibulskis K, Rangel-Escareno C, Brown KK, Carter SL, Frederick AM (2012). Sequence analysis of mutations and translocations across breast cancer subtypes. Nature..

[4] Cancer Genome Atlas Network (2012). Comprehensive molecular portraits of human breast tumours. Nature..

[5] Lehmann BD, Bauer JA, Chen X, Sanders ME, Chakravarthy AB, Shyr Y (2011). Identification of human triple-negative breast cancer subtypes and preclinical models for selection of targeted therapies. J Clin Invest..

[6] Cully M, You H, Levine AJ, Mak TW (2006). Beyond PTEN mutations: the PI3K pathway as an integrator of multiple inputs during tumorigenesis. Nat Rev Cancer..

[7] Hopkins BD, Hodakoski C, Barrows D, Mense SM, Parsons RE (2014). PTEN function: the long and the short of it. Trends Biochem Sci..

[8] Stambolic V (2015). Cancer: Precise control of localized signals. Nature..

[9] Liu JC, Voisin V, Wang S, Wang DY, Jones RA, Datti A (2014). Combined deletion of Pten and p53 in mammary epithelium accelerates triple-negative breast cancer with dependency on eEF2K. EMBO Mol Med..

[10] Herschkowitz JI, Zhao W, Zhang M, Usary J, Murrow G, Edwards D (2012). Comparative oncogenomics identifies breast tumors enriched in functional tumor-initiating cells. Proc Natl Acad Sci U S A..

[11] Olive KP, Tuveson DA, Ruhe ZC, Yin B, Willis NA, Bronson RT (2004). Mutant p53 gain of function in two mouse models of Li-Fraumeni syndrome. Cell..

[12] Powell E, Piwnica-Worms D, Piwnica-Worms H (2014). Contribution of p53 to metastasis. Cancer Discov..

[13] Wijnhoven SW, Speksnijder EN, Liu X, Zwart E, vanOostrom CT, Beems RB (2007). Dominant-negative but not gain-of-function effects of a p53.R270H mutation in mouse epithelium tissue after DNA damage. Cancer Res.

[14] Wagner KU, Wall RJ, St-Onge L, Gruss P, Wynshaw-Boris A, Garrett L (1997). Cre-mediated gene deletion in the mammary gland. Nucleic Acids Res..

[15] Suzuki A, de la Pompa JL, Stambolic V, Elia AJ, Sasaki T, del Barco BI (1998). High cancer susceptibility and embryonic lethality associated with mutation of the PTEN tumor suppressor gene in mice. Curr Biol..

[16] Wagner KU, Boulanger CA, Henry MD, Sgagias M, Hennighausen L, Smith GH (2002). An adjunct mammary epithelial cell population in parous females: its role in functional adaptation and tissue renewal. Development..

[17] Jiang Z, Deng T, Jones R, Li H, Herschkowitz JI, Liu JC (2010). Rb deletion in mouse mammary progenitors induces luminal-B or basal-like/EMT tumor subtypes depending on p53 status. J Clin Invest..

[18] Deng T, Liu JC, Chung PE, Uehling D, Aman A, Joseph B (2014). shRNA kinome screen identifies TBK1 as a therapeutic target for HER2+ breast cancer. Cancer Res.

[19] Liu JC, Voisin V, Bader GD, Deng T, Pusztai L, Symmans WF (2012). Seventeen-gene signature from enriched Her2/Neu mammary tumor-initiating cells predicts clinical outcome for human HER2+:ERalpha- breast cancer. Proc Natl Acad Sci U S A..

[20] Herschkowitz JI, Simin K, Weigman VJ, Mikaelian I, Usary J, Hu Z (2007). Identification of conserved gene expression features between murine mammary carcinoma models and human breast tumors. Genome Biol..

[21] Prat A, Parker JS, Karginova O, Fan C, Livasy C, Herschkowitz JI (2010). Phenotypic and molecular characterization of the claudin-low intrinsic subtype of breast cancer. Breast Cancer Res..

[22] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A..

[23] Merico D, Isserlin R, Stueker O, Emili A, Bader GD (2011). Enrichment map: a network-based method for gene-set enrichment visualization and interpretation. PLoS One..

[24] Brideau C, Gunter B, Pikounis B, Liaw A (2003). Improved statistical methods for hit selection in high-throughput screening. J Biomol Screen..

[25] Magee JA, Piskounova E, Morrison SJ (2012). Cancer stem cells: impact, heterogeneity, and uncertainty. Cancer Cell..

[26] Kreso A, Dick JE (2014). Evolution of the cancer stem cell model. Cell Stem Cell..

[27] Benito M, Parker J, Du Q, Wu J, Xiang D, Perou CM (2004). Adjustment of systematic microarray data biases. Bioinformatics..

[28] Sachlos E, Risueno RM, Laronde S, Shapovalova Z, Lee JH, Russell J (2012). Identification of drugs including a dopamine receptor antagonist that selectively target cancer stem cells. Cell..

[29] Weissmueller S, Manchado E, Saborowski M, Morris JP, Wagenblast E, Davis CA (2014). Mutant p53 drives pancreatic cancer metastasis through cell-autonomous PDGF receptor beta signaling. Cell..

[30] Alexandrova EM, Yallowitz AR, Li D, Xu S, Schulz R, Proia DA (2015). Improving survival by exploiting tumour dependence on stabilized mutant p53 for treatment. Nature..

[31] Freed-Pastor WA, Mizuno H, Zhao X, Langerod A, Moon SH, Rodriguez-Barrueco R (2012). Mutant p53 disrupts mammary tissue architecture via the mevalonate pathway. Cell..

[32] Brabletz T (2012). EMT and MET in metastasis: where are the cancer stem cells?. Cancer Cell..

[33] Knight JF, Lesurf R, Zhao H, Pinnaduwage D, Davis RR, Saleh SM (2013). Met synergizes with p53 loss to induce mammary tumors that possess features of claudin-low breast cancer. Proc Natl Acad Sci U S A..

[34] Meyers MB, Shin S (1981). Specific resistance to 8-azaguanine in cells with normal hypoxanthine phosphoribosyltransferase (HPRT) activity: the role of guanine deaminase. Cytogenet Cell Genet..

[35] Nelson JA, Carpenter JW, Rose LM, Adamson DJ (1975). Mechanisms of action of 6-thioguanine, 6-mercaptopurine, and 8-azaguanine. Cancer Res..

[36] Colsky J, Meiselas LE, Rosen SJ, Schulman I (1955). Response of patients with leukemia to 8-azaguanine. Blood..

[37] Goard CA, Chan-Seng-Yue M, Mullen PJ, Quiroga AD, Wasylishen AR, Clendening JW (2014). Identifying molecular features that distinguish fluvastatin-sensitive breast tumor cells. Breast Cancer Res Treat..

[38] Adorno M, Cordenonsi M, Montagner M, Dupont S, Wong C, Hann B (2009). A mutant-p53/Smad complex opposes p63 to empower TGFbeta-induced metastasis. Cell..

[39] Senoo M, Pinto F, Crum CP, McKeon F (2007). p63 is essential for the proliferative potential of stem cells in stratified epithelia. Cell..

[40] Wang SP, Wang WL, Chang YL, Wu CT, Chao YC, Kao SH (2009). p53 controls cancer cell invasion by inducing the MDM2-mediated degradation of Slug. Nat Cell Biol..

[41] Godar S, Ince TA, Bell GW, Feldser D, Donaher JL, Bergh J (2008). Growth-inhibitory and tumor- suppressive functions of p53 depend on its repression of CD44 expression. Cell..

[42] Muller PA, Caswell PT, Doyle B, Iwanicki MP, Tan EH, Karim S (2009). Mutant p53 drives invasion by promoting integrin recycling. Cell..

[43] Ocana OH, Corcoles R, Fabra A, Moreno-Bueno G, Acloque H, Vega S (2012). Metastatic colonization requires the repression of the epithelial-mesenchymal transition inducer Prrx1. Cancer Cell..

[44] Tsai JH, Donaher JL, Murphy DA, Chau S, Yang J (2012). Spatiotemporal regulation of epithelial-mesenchymal transition is essential for squamous cell carcinoma metastasis. Cancer Cell..

# Supplementary material for: Targeted Pten deletion plus p53-R270H mutation in mouse mammary epithelium induces aggressive claudin-low and basal-like breast cancer
**Source:** Breast Cancer Res. 2016 Jan 19;18:9. doi: 10.1186/s13058-015-0668-y
**Supplement:** Additional file 2: — Z scores for response to dopamine antagonist (amoxapine, clomipramine hydrochloride, clozapine, domperidone maleate, droperidol, metoclopramide monohydrochloride, risperidone, thiethylperazine malate, thioridazine hydrochloride, trifluoperazine dihydrochloride, and trimipramine maleate salt) and imidazole antifungal (butoconazole nitrate, clotrimazole, econazole nitrate, isoconazole, ketoconazole, miconazole, sertaconazole nitrate, and sulconazole nitrate) treatment of three independent primary WAP-Cre:Pten fl/fl :p53 R270H/wt tumor lines and three independent primary WAP-Cre:Pten fl/fl :p53 fl/fl tumor lines.

## Slide 1

| Dopamine antagonists | Mutant | Deletion |
| --- | --- | --- |
| Amoxapine | -0.24103 | -0.14758 |
| Clomipramine hydrochloride | 0.121947 | 0.148994 |
| Clozapine | -0.47185 | -0.26507 |
| Domperidone maleate | 0.086909 | -0.24389 |
| Droperidol | -0.25202 | -0.0772 |
| Metoclopramide monohydrochloride | -0.24192 | -0.14166 |
| Risperidone | 0.029371 | -0.02345 |
| Thiethylperazine malate | -2.05763 | -2.48455 |
| Thioridazine hydrochloride | -0.47076 | -0.15032 |
| Trifluoperazine dihydrochloride | 0.537215 | 0.62023 |
| Trimipramine maleate salt | 0.420516 | 0.200183 |
| Imidazole antifungal | Mutant | Deletion |
| --- | --- | --- |
| Butoconazole nitrate | 0.539 | 0.774455 |
| Clotrimazole | -0.27535 | -0.10846 |
| Econazole nitrate | 0.141548 | 0.055057 |
| Isoconazole | -0.08494 | -0.10874 |
| Ketoconazole | -0.08856 | -0.03282 |
| Miconazole | -2.05969 | -1.96423 |
| Sertaconazole nitrate | 0.394859 | 0.440825 |
| Sulconazole nitrate | 0.776046 | 0.702034 |
# Additional file 2

# Supplementary material for: Targeted Pten deletion plus p53-R270H mutation in mouse mammary epithelium induces aggressive claudin-low and basal-like breast cancer
**Source:** Breast Cancer Res. 2016 Jan 19;18:9. doi: 10.1186/s13058-015-0668-y
**Supplement:** Additional file 4: — Dose–response curves for thiostrepton, podophyllotoxin, mebendazole and parbendazole in three independent primary WAP-Cre:Pten fl/fl :p53 R270H/wt tumor lines and three independent primary WAP-Cre:Pten fl/fl :p53 fl/fl tumor lines. Insignificant P values for all curves.

## Slide 1

Primary tumor
Lung metastasis
WAP-Cre: Ptenfl/fl:
p53R270H/wt
(PD)
WAP-Cre: Ptenfl/fl:
p53R270H/wt
(Spindle)
WAP-Cre:
Ptenfl/fl:p53fl/fl
WAP-Cre: Ptenfl/fl:
p53R270H/wt
(PD)
WAP-Cre: Ptenfl/fl:
p53R270H/wt
(Spindle)
WAP-Cre:
Ptenfl/fl:p53fl/fl
Vimentin
# Additional file 5

How the deposited data were processed for this re-analysis (not part of the article)

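Gene expression was measured with Affymetrix Mouse Gene 1.0 ST arrays in 31 samples, with 1 array per sample. The samples were 3 wild-type glands, 3 MMTV-Her2/Neu tumors, 8 PDA and 6 spindle tumors of the Pten ∆f:p53 R270H model, and 11 Pten ∆f:p53 ∆f double-deletion tumors, of which 9 carry the histology label spindle and 2 a mixed label. Conditions and replicate names were taken from titles, genotypes and histology labels. The free-text description was not used for this, since it names an MMTV-Neu tumor in 23 samples, 20 of them of other groups. The labels of the double-deletion tumors TW53-102 and TW53-102b, and of TW53-104 and TW53-104b, share a stem, and these were taken as separate tumors.

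The authors extracted total RNA, hybridized it to the arrays and processed the signals in Partek with robust multi-array averaging (RMA), which corrects for background, normalizes probes between arrays by quantiles and summarizes them per probe set. The values the authors deposited are log2 intensities for 35556 probe sets, from 1.88 to 15.2, with no missing value. The versions of Partek and of its RMA step, and which arrays were normalized together, are not given in the paper's text. The values were not centered on genes or arrays. The median over all probe sets lay between 7.61 and 7.63 in the wild-type glands, 7.53 and 7.62 in the PDA, 7.52 and 7.62 in the Pten ∆f:p53 R270H spindle tumors, 7.56 and 7.59 in the MMTV-Her2/Neu tumors, 7.50 and 7.69 in the double-deletion spindle tumors and 7.55 and 7.57 in the tumors with a mixed label. Interquartile ranges of the arrays ran from 2.44 in TW53-104 to 3.14 in LSL211-L5, and from 2.49 to 2.97 within the PDA. The cause of this spread was not tested. Of the sample columns, 0 were left unused.

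Probe sets were given gene symbols through the annotation of the platform and the gene table of the assembly GRCm38.p6, which was used for names and for which genes neighbor each other; no coordinates are given, because the genome build of the arrays' annotation is not stated. Of the probe sets, 21789 were paired with 1 gene symbol, 1621 with several and 12146 were not listed; only the first kind was used. For the 999 genes with more than 1 probe set, the one with the highest mean over all arrays was taken, which left 19938 genes.

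The groups were compared with limma 3.58.1 in R 4.3.3. A linear model with 6 groups was fitted to all 31 arrays (lmFit and eBayes), so that the groups share 1 estimate of the spread per gene, and 5 differences were taken: Pten ∆f:p53 R270H spindle tumors minus PDA, these spindle tumors minus double-deletion spindle tumors, PDA minus double-deletion spindle tumors, PDA minus MMTV-Her2/Neu tumors, and MMTV-Her2/Neu tumors minus wild-type glands. The p-values were adjusted over all genes by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called. No batch is given in the labels, and none was modelled. A difference in processing between the genotypes, if there was one, cannot be told apart from genotype. Single genes of the paper's text were also compared by exact two-sided permutation tests of the difference of group means, adjusted over the genes tested in the same way.

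The genes named in the text follow a rule set before the data were examined. It takes the genes that the paper names in its text or as legible labels of Fig. 5b and Fig. 6d to 6f, up to 10 genes with the largest change each way among those called in the 3 comparisons of Pten-deleted tumors, and, as examples, members of the gene lists with the largest change each way. Genes outside this rule were chosen after their values were seen. They are further members of the gene lists, such as Cenpa, Kdr, Cd3e, Pecam1, Col3a1, Zmat3, Lep, Erg and Cd8a, the genes around Met and Yap1, and Erbb4, Gja1, Mmp16, Pcdh10 and Jchain in the comparisons with the MMTV-Her2/Neu tumors.

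In all, 32 gene lists were fixed before the data were examined. They cover tight junctions, epithelial identity, transcription factors of the epithelial to mesenchymal transition, mesenchymal and matrix genes, basal, luminal, myoepithelial and alveolar genes, mitosis, DNA replication, DNA repair, p53 targets, FOXO targets, mevalonate and cholesterol synthesis, integrins, potassium channels and aquaporins, axon guidance, genes of spread to lung, translation initiation, RNA splicing, T and NK cells, B and plasma cells, macrophages, neutrophils, endothelial cells, adipocytes, skeletal muscle, red blood cells, keratinization, immediate early and heat shock genes, hypoxia and interferon response. The lists were written from general knowledge, since the gene sets of the paper's GSEA were not used here. Some lists share members, such as Lox and Postn in the mesenchymal list and that of spread to lung. Each list was tested on genes ranked by the moderated statistic of limma with fgsea 1.28.0 (fgseaSimple, 1000 permutations of the genes, as many as in the paper), adjusted over the 32 lists. With this number of permutations the p of a lone shifted list in simulated data was 0.0019 or 0.002, which gives an adjusted p from 0.06 to 0.063, so that a list can pass only together with others. Lists at this lowest p share the same adjusted p within a comparison, and equal values do not rank them. The shift of a list in 1 array is the mean over its members of the log2 difference from the median of all 31 arrays.

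Clustering used complete linkage on 1 minus the Pearson correlation of median-centered values of the 1000 genes with the largest variance among the arrays clustered. The tree of the 14 Pten ∆f:p53 R270H tumors and that of the 25 Pten-deleted tumors were divided into 2 branches, and that of all 31 arrays into 4. The intrinsic gene signatures and the arrays of other mouse models and of human tumors that the paper clustered with these tumors were not used here. The genes Trp53, Pten, Hmgcr, Il1rl1, Lamc2 and Serpine2 were not analysed here.

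The number of arrays limits the precision. The scripts were tested on simulated data with 200 changed genes. Of changes of 1 (log2), 78.0% were called in the first comparison, 90.0% between the spindle tumors, 80.0% between the PDA and the double-deletion spindle tumors, 54.0% between the PDA and the MMTV-Her2/Neu tumors and 64.0% between the MMTV-Her2/Neu tumors and the wild-type glands. Of changes of 0.5, the shares were 32.0%, 28.0%, 40.0%, 12.0% and 8.0%, and false calls made up 3.7%, 6.5%, 5.4%, 3.7% and 2.3% of the calls. With 1000 genes shifted by 3 (log2) in each simulated spindle tumor, all 14 simulated tumors were placed in the right branch. Of 3 lists shifted by 1, 3 were found in each comparison. Noise was drawn independently for each gene, so these are checks of the scripts and say nothing on correlated lists or outlying tumors.

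The alternatives set before the data were examined were the mean of all probe sets of a gene, leaving out genes below the 40th percentile of mean level, a further quantile normalization, centering each array on its median, only the arrays of the groups compared, eBayes with trend and robust settings, array weights, a fold of at least 2, leaving out each array in turn, all 11 double-deletion tumors, tumors that share a stem averaged, and leaving out the spindle tumors that clustered with the PDA. For the lists they also included camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. For the clustering they were 300 or 5000 genes, average linkage, Spearman correlation and the genes of 6 lists alone. Leaving out the double-deletion tumors TW53-102 and TW53-51, alone or together with the spindle tumors that clustered with the PDA, was added after the data were examined. For each comparison, 100 splits of the same arrays into groups of the same sizes were fitted, or all 10 for 3 arrays against 3.

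Raised neighbors were sought among 11955 genes at or above the 40th percentile, in the order of the assembly, as runs of at least 5 neighboring genes with a log2 difference of at least 1 from the median of all arrays, and the same search was made in 100 shuffled orders. The median of each segment's genes was set against the mean shift of the mesenchymal genes in the 13 tumors of the spindle cluster, formed without these genes and their neighbors. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for annotation, permutation tests and figures.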

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

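Of the tests in this part, those on exchanged labels, a shift of the whole array, normal gland tissue, a lower share of tumor cells and stroma that does not divide were chosen only after the result was seen, and the one on array quality was set before.

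Epithelial identity genes stood high in 2 double-deletion tumors labelled spindle, at a mean of 1.54 (log2) over the median of all arrays in TW53-102 and 0.87 in TW53-51, and low in both tumors with a mixed label, at -1.72 in TW53-105 and -1.21 in TW53-227. The medians over all probe sets of TW53-102 and TW53-51 are the highest of all but lie at most 0.12 over the median of all arrays. A shift of all deposited values is thus too small to give the pattern. RMA normalizes arrays by quantiles, however, so a shift before this step would not show. Such a shift and other faults of these arrays stay open. Of 10000 random lists of 24 genes of like mean level, 0.00% shifted as far in either tumor, which decides nothing where the genes of the list correlate (0.818). Gland tissue composed like the wild-type samples is argued against by 23 of the 24 genes in TW53-102 and 21 in TW53-51 that stood above all 3 of them, and by adipocyte genes, which lay at -0.38 and -0.22 against 3.45 or more in the wild-type samples; gland epithelium with less fat was not tested and stays open, because fat may dilute the epithelial genes of these samples. An exchange of labels between these 4 tumors may account for the pattern and stays open beside tumors that hold several histologies: that both mixed tumors lie below 0, the higher at -1.21, is the pattern itself and tests nothing, and the labels give no other measure of histology. No biological explanation was tested, since the design names none beyond the histology label.

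The list of mesenchymal and matrix genes ranked higher in the Pten ∆f:p53 R270H spindle tumors than in the PDA, as did those of vessels, T and NK cells and macrophages; with an estimated correlation none of these lists passed (adjusted p = 0.103, 0.138, 0.103 and 0.402), and limma called none of the 19 macrophage genes (11 higher at an unadjusted p under 0.05). The medians of 6 lists of other cell types lay up to 0.84 apart (log2), from -0.07 for adipocytes to 0.77 for endothelial cells. The largest interquartile range of their members was 0.71. This argues only against a lower share of tumor cells in which all other cell types rise alike. A lower share with more of some cell types stays open, since endothelial, macrophage and T and NK cell medians were 0.77, 0.74 and 0.61. Stroma that does not divide in place of tumor cells is argued against by the mitosis genes, if the tumor cells of both kinds divide alike. The mitosis median in the 4 spindle tumors apart from the PDA branch was 0.20 against -2.08 for the epithelial identity genes, a gap of 2.27. These 4 were set apart by a clustering of the same arrays. Over all 6 spindle tumors the medians were 0.25 and -1.13. Dividing stroma and a gain of vessels and lymphocytes beside the tumor cells stay open, as the list of mesenchymal genes also holds genes of fibroblasts, and no sort of the tumor cells is described. A mesenchymal state of the tumor cells themselves, which the histology label names, is a candidate explanation, and a hypothesis only, since it was found and tested on the same data.

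Some tumors stood far from the others of their group for a gene of the paper or a list. Their gap to the next tumor exceeded Dixon's limit for the group's range. This was seen 14 times in 93 groups. Chance gives about 1 in 20 among independent groups, but these share tumors and genes that move together, so the count is no test. Among the PDA, Twist2 was highest in LSL228-2R at 8.63 (next 7.52), Krt6a in LSL88 at 11.34 (next 8.00) and Gda in LSL374-2R at 9.94 (next 8.90), and Met was lowest in J287-R at 6.57 (next 8.69). In LSL372-3L, a spindle tumor that clustered with the PDA, Zeb2 was lowest of its group at 7.48 (next 9.27), as were the transcription factors of the epithelial to mesenchymal transition, at a mean shift of -1.05 (next 0.03), and the mesenchymal genes, at -0.85 (next 0.52). In TW53-102, Krt6a at 10.34 (next 7.46) and Krt14 at 11.61 (next 8.88) were the highest of the double-deletion spindle tumors. The same tumor was lowest for Zeb1 at 7.83 (next 9.29), Hprt at 9.51 (next 10.30), the transcription factors at -0.59 (next 0.09) and the mesenchymal genes at -0.37 (next 0.51). Gda was lowest in TW53-51 at 6.68 (next 8.16).

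Other signals were seen, apart from Met in genes that the paper does not discuss. Skeletal muscle genes in the spindle tumor LSL211-L5 stood 2.99 over the median of all arrays, against at most 1.55 elsewhere. Of 16 endothelial genes, 11 were higher in the Pten ∆f:p53 R270H spindle tumors than in the PDA (15 when adjusted over the list alone), with a median log2 difference of 0.77, and of 14 T and NK cell genes 7 were (10 when adjusted over the list alone), with one of 0.61. Of 19 macrophage genes, 13 were lower in the PDA than in the double-deletion spindle tumors (17 when adjusted over the list alone), with a median of -0.85. With an estimated correlation none of these 3 lists passed (adjusted p = 0.138, 0.103 and 0.402). All 12 adipocyte genes were lower in the MMTV-Her2/Neu tumors than in the wild-type glands (12 when adjusted over the list alone), with a median of -4.50. The genes from Dync2h1 to Cep126, neighbors that include Yap1, had medians of 2.35 or more in 6 double-deletion spindle tumors, and Tes, Cav2, Cav1, Met and Capza2 had medians of 2.07 or more in 4 spindle tumors.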

How the results depend on the processing

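The tests and alternatives that leave out the double-deletion tumors TW53-102 and TW53-51 were chosen after the data were seen, and the others before. No paired analysis was possible because the groups share no replicate numbers. The cause of the changes below was not tested. For the 5 gene counts, the gene lists at the claims, the clusterings, Cdh2 and Met, 347 alternative values kept their direction and their side of the threshold (counts: stayed within 1.5 times), 46 counts moved, 11 values came to pass and 19 no longer passed. For other genes, 12030 kept call and direction, 357 came to pass and 562 no longer passed, and for other lists 2325, 75 and 234, with 9 reversed. Repeated quantile normalization, centered arrays, the mean of probe sets and the trend and robust settings moved none of the 5 gene counts by over 1.5 times. Signal over background was not measured, and dim genes are limited by it.

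The 828 genes between the Pten ∆f:p53 R270H spindle tumors and the PDA became 337 with at least a 2-fold difference, 33 with only these 14 arrays in the fit, 2220 with array weights and 2408 without the 2 spindle tumors on the PDA branch. Leaving out 1 array gave 281 (LSL334-3R) to 1792 (LSL372-3L), with 325 without LSL243-R2, 370 without LSL245-R3 and 391 without LSL314. The real groups called 828 genes and the highest of the other splits 1098. Of 100 splits, the real one included, 3 called as many as 828, so that chance is made less likely but is not excluded.

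The 42 genes between the spindle tumors of both genotypes became 24 with at least a 2-fold difference, 25 without dim genes, 929 with array weights, 84 with tumors of a shared stem averaged, 107 without the 2 spindle tumors on the PDA branch, 581 without TW53-102 and TW53-51, and 358 without both pairs. Leaving out 1 array gave 7 (LSL243-R2) to 192 (TW53-102). Without LSL211-L5 the count was 11, without LSL245-R3, TW53-104 or TW53-70 it was 9, without LSL334-3R or TW53-80 it was 10, without TW53-88 12, without TW53-63 69, without TW53-51 89 and without TW53-104b 95. Against 42 genes in the real groups, another of the splits drawn called at most 29, which argues against chance. Splits cannot separate genotype from a difference in processing between the genotypes.

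Between the PDA and the double-deletion spindle tumors, the 3217 genes became 984 with at least a 2-fold difference and 5044 with array weights, and leaving out 1 array gave 2511 to 3855. Another of the splits drawn called at most 620 genes, which argues against chance but does not address a difference in processing between the genotypes. The 459 genes between the PDA and the MMTV-Her2/Neu tumors became 238 with at least a 2-fold difference, 70 with only these 11 arrays and 5065 with array weights; leaving out 1 array gave 86 (N362) to 772 (LSL165), with 87 without N348. The highest other split called 534 genes. Of 100 splits, the real one included, 2 called as many as 459, so that chance is made less likely but is not excluded. The 1607 genes between the MMTV-Her2/Neu tumors and the wild-type glands became 1004 with at least a 2-fold difference, 4085 with only these 6 arrays and 9318 with array weights. Leaving out 1 array gave 841 (N362) to 1456 (N334), with 951 without FvB5L, 968 without FvB6L, 977 without N348 and 1004 without FvB4L. These 10 splits are too few for a share under 0.05; the highest other split called 1 gene. Where a group was left with 2 arrays, they were taken to vary like the other groups.

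In the tree of the 14 Pten ∆f:p53 R270H tumors, 8 PDA in place of 5 shared a branch with 5000 genes, and 1 spindle tumor in place of 2 stood with the PDA with the genes of 6 lists alone. The 9 double-deletion tumors on the branch of the spindle tumors were 9 under each alternative to the clustering, but with the genes of 6 lists 1 PDA joined that branch. The wild-type glands stood together under each of them, yet not on a branch of their own with 300 genes or with the genes of 6 lists.

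With an estimated correlation some lists no longer passed (range over all alternatives in parentheses). Between the spindle tumors and the PDA, tight junctions had an adjusted p = 0.785 (0.0059 to 0.785) and epithelial identity 0.629 (1.93e-06 to 0.629). Transcription factors of the epithelial to mesenchymal transition had 0.402 (0.000507 to 0.402) and mesenchymal genes 0.103 (5.42e-18 to 0.103). With fry, which compares no other genes, the first 3 had 0.381, 0.213 and 0.0719, while the mesenchymal list passed (0.00251). Tight junctions also missed the threshold without LSL276-3R (0.0525), LSL374-2R (0.0762) or LSL334-3R (0.0716); the lowest without 1 array was 0.00691. Between the spindle tumors of both genotypes, replication had 0.747 and with fry 0.457 (5.36e-05 to 0.747), and repair 0.7 and 0.399 (0.000326 to 0.7). Between the PDA and the double-deletion spindle tumors, mesenchymal genes had 0.187 (1.49e-17 to 0.187) and luminal genes 0.403 (0.000309 to 0.403), while both passed with fry (0.000132 and 0.0161). Basal genes had 0.58, with fry 0.141 and without dim genes 0.0663 (0.00326 to 0.58).

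Between the spindle tumors of both genotypes, mitosis genes passed as lower in the Pten ∆f:p53 R270H tumors with all 11 double-deletion tumors (0.0261), without TW53-102 and TW53-51 (0.0225), without both pairs (0.00726) and without LSL314 (0.0396; highest without 1 array 0.998, range 0.00726 to 0.998). Genes of spread to lung passed as lower in them without TW53-102 and TW53-51 (0.0362; range 0.0362 to 0.866). Cdh2 passed with array weights (log2 difference -2.28), without TW53-102 and TW53-51 (-2.42) and without TW53-102 (-2.35; without 1 array -2.35 to -1.81, adjusted p 0.0079 to 0.261 over all alternatives). Met passed with array weights (2.35), without the 2 spindle tumors on the PDA branch (2.58) and without both pairs (2.47); without 1 array it was 1.37 to 2.08 and did not pass (0.0127 to 0.42 over all alternatives).

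Some lists reversed. Against the PDA, skeletal muscle genes turned lower in the spindle tumors without the 2 on the PDA branch (adjusted p = 0.0059) and without LSL211-L5 (0.00619; highest without 1 array 0.491, range 0.0059 to 0.955). Between the spindle tumors of both genotypes, leaving out the 2 on the PDA branch turned epithelial identity (0.975, range 4.46e-06 to 0.975), basal (0.0705) and keratinization genes (0.0332, range 0.0278 to 0.851) lower and mesenchymal genes higher (0.764). Without both pairs, epithelial identity did not turn lower. Basal genes also turned lower without LSL211-L5 (0.989; lowest without 1 array 0.013, range 0.00741 to 0.989), and mesenchymal genes higher without LSL372-3L (0.883; range 0.011 to 0.883). Translation initiation genes turned lower without both pairs (0.00726; range 0.00726 to 0.949).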

Differences from the paper's values

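No test in this part was chosen only after its result was seen, apart from the alternatives without the double-deletion tumors TW53-102 and TW53-51. In the paper's clustering with other mouse models (Fig. 4a) all 8 PDA clustered together (the paper's value). Here 5 of the 8 PDA shared a branch, in a tree of the 14 Pten ∆f:p53 R270H tumors. With human tumors the paper also divides the PDA. It places 4 with basal-like and 4 with HER2+ tumors (Fig. 4b), and 6 of 8 with basal-like tumors in Fig. 5a. Of the alternatives set before the data were examined, the one with 5000 genes gave 8, and those with 300 genes, average linkage, Spearman correlation and the genes of 6 lists alone gave 5. The paper clustered these tumors together with those of other models, which were not used here. Of the spindle tumors, 2 stood with these 5 PDA and 4, the number the paper places apart from the PDA, on the other branch. That branch also held the PDA J287-R, LSL165 and LSL228-2R. In the tree of the 25 Pten-deleted tumors all 8 PDA shared a branch, and in that of all 31 arrays 7 of the 8 did.

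The paper describes low claudins in all spindle tumors of both genotypes except its 2 outliers. Of the 13 tumors labelled spindle other than LSL211-L5 and LSL372-3L, 11 had Cldn3 between 7.78 and 9.30, while TW53-102 stood at 10.98 and TW53-51 at 10.22, near the mean of the PDA, 10.94. In Fig. 5b, read by eye, none of the 9 double-deletion tumors shown has claudins near the level of these 2 outliers, and whether TW53-102 and TW53-51 are among the 9 is not stated. The paper also describes high Twist2 and Zeb2 in both kinds of spindle tumor, from a heat map that holds no PDA, so that a comparison with the PDA is not the paper's. Here Twist2 in the double-deletion spindle tumors stood at 7.71, against 7.30 in the PDA (exact two-sided permutation test, p = 0.229, adjusted over 7 genes 0.231), and Zeb2 was higher in them than in the PDA.

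The paper states a higher N-cadherin gene level with deletion and a higher Met level with mutation. Both differences had that direction here, but limma over all genes called neither (Cdh2 adjusted p = 0.105, Met 0.199). Cdh2 was called with array weights (0.0079), without TW53-102 (0.0238) and without TW53-102 and TW53-51 (0.0122, an alternative chosen after the data were seen), over a range of 0.0079 to 0.261. Met was called with array weights (0.0127), without LSL211-L5 and LSL372-3L (0.0427) and without both these and TW53-102 and TW53-51 (0.0363, chosen after the data were seen), over a range of 0.0127 to 0.42. The exact test adjusted over 7 genes called Cdh2 (0.0182) and not Met (0.105).

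The paper places proliferation and DNA repair pathways higher with deletion and metastasis pathways higher with mutation. The gene sets it used were not used here, and its thresholds on p and FDR differ from the adjusted p under 0.05 used for the lists here. The lists of replication and repair ranked lower in the Pten ∆f:p53 R270H spindle tumors, as in the paper (adjusted p = 0.00987 for both), but neither passed with an estimated correlation (adjusted p = 0.747 and 0.7) or with fry (0.457 and 0.399). The mitosis list did not pass (0.333, median log2 difference -0.09); it passed in the paper's direction with all 11 double-deletion tumors (0.0261), without LSL314 (0.0396), and, in alternatives chosen after the data were seen, without TW53-102 and TW53-51 (0.0225) and without both pairs (0.00726), over a range of 0.00726 to 0.998. The list of genes of spread to lung did not pass (0.383, median 0.02), and without TW53-102 and TW53-51, chosen after the data were seen, it passed as lower with mutation (0.0362, over a range of 0.0362 to 0.866).

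Fig. 6c shows pathways of the axon and nervous system and of potassium channels and aquaporins on the side of the mutant tumors. Of 29 axon guidance genes, 21 lay lower there, with a median log2 difference of -0.18 and an adjusted p = 0.12, and none passed limma's test (2 higher and 5 lower when adjusted over the list alone; 3 and 7 at an unadjusted p under 0.05). That list passed as lower with mutation without LSL243-R2 (0.047), without TW53-102 (0.0262) and, chosen after the data were seen, without TW53-102 and TW53-51 (0.0233). For 21 potassium channels and aquaporins the enrichment score was below 0, with a median of 0.12 and an adjusted p = 0.548; none passed limma's test (2 higher and 2 lower when adjusted over the list alone; 3 and 4 at an unadjusted p under 0.05). Integrin genes, which the figure also places on that side, ranked higher with mutation here (0.00987, and adjusted p = 0.7 with an estimated correlation), while none of the 22 passed limma's test (0 when adjusted over the list alone and 5 higher at an unadjusted p under 0.05).

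The same figure places RNA processing and translation on the side of the double-deletion tumors. The splicing list did not pass (adjusted p = 0.383, median log2 difference -0.07); it passed in that direction without LSL211-L5 and LSL372-3L (0.0108), without TW53-102 (0.0236) and, chosen after the data were seen, without TW53-102 and TW53-51 (0.0355) and without both pairs (0.00726). The translation initiation list had a median of 0.05, which turned to -0.04 after a further quantile normalization, and an adjusted p = 0.437. It passed as higher with mutation without LSL334-3R (0.0136) and as lower without both pairs (0.00726, chosen after the data were seen), over a range of 0.00726 to 0.949.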

Other observations

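The tests on the short segment around Met and on the mesenchymal state were chosen only after the result was seen. Some milk, integrin and axon guidance genes also differed between the PDA and the double-deletion spindle tumors. Of 10 alveolar and milk genes, the caseins Csn1s1 and Csn3 and the alveolar transcription factor Elf5 were higher in the PDA, by 3.56, 3.36 and 3.03 (3 when adjusted over the list alone; list adjusted p = 0.0929, and adjusted p = 0.58 with an estimated correlation). Of 22 integrin and platelet genes, 3 were higher and 3 lower (4 and 4 when adjusted over the list alone), among them Itga8 at 2.09 and Itga7 at -2.36 (list adjusted p = 0.59, and adjusted p = 0.839 with an estimated correlation). Of 29 axon guidance genes, 1 was higher and 9 were lower in the PDA (1 and 11 when adjusted over the list alone), with Sema3a at -2.09 and its receptor Nrp2 at -1.81 (list adjusted p = 0.0177, and adjusted p = 0.319 with an estimated correlation). The water channel Aqp5 at 2.49 and the potassium channel Kcnk1 at 2.46 were among 4 of 21 channel genes that were higher, and 2 were lower (4 and 2 when adjusted over the list alone; list adjusted p = 0.148). Of 15 genes of spread to lung, 9 were lower in the PDA (9 when adjusted over the list alone), including Ptgs2, the inducible cyclooxygenase, at -2.39 and Tnc at -2.06 (list adjusted p = 0.00741, and adjusted p = 0.187 with an estimated correlation). That list shares Lox and Postn with the mesenchymal list.

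Lists of replication, repair and mitosis genes ranked lower in the PDA than in the double-deletion spindle tumors, though most of their members did not pass. Of 29 replication genes 6 were lower (8 when adjusted over the list alone), with Pole, a replicative polymerase, at -0.86; of 30 repair genes 7 were lower (7 when adjusted over the list alone), with Rad54l at -0.64; and of 27 mitosis genes Cenpe and Mybl2 were lower (2 when adjusted over the list alone), at -0.67 and -0.47. The list adjusted p was 0.00741, 0.0119 and 0.00741, and with an estimated correlation the adjusted p = 0.58 for each. Of 20 p53 targets, Perp, Ephx1, Trp53inp1 and Ei24 were higher in the PDA, by 2.80, 1.64, 1.05 and 0.82, and Sesn2 was lower at -0.45 (5 higher and 1 lower when adjusted over the list alone; list adjusted p = 0.148). Between the spindle tumors the p53 targets ranked higher with mutant p53 (median log2 difference 0.17, adjusted p = 0.00987, and adjusted p = 0.7 with an estimated correlation), but none passed limma's test over all genes (3 higher when adjusted over the list alone and 5 at an unadjusted p under 0.05). Of 10 FOXO targets, Foxo1, Pik3ip1 and Bcl6 were higher in the PDA, by 0.89, 0.86 and 0.76 (3 when adjusted over the list alone; list adjusted p = 0.03, and adjusted p = 0.319 with an estimated correlation). Of 21 genes of mevalonate and cholesterol synthesis, which the paper discusses for statins, 13 lay lower with mutant p53 between the spindle tumors, with a median of -0.17, and none passed limma's test (0 when adjusted over the list alone and 2 lower at an unadjusted p under 0.05; list adjusted p = 0.232, and adjusted p = 0.851 with an estimated correlation). Dhcr7 and Tm7sf2 were higher in the PDA than in the double-deletion spindle tumors, by 0.54 and 0.48.

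Some genes of immune and other cells and of stress and milk production differed as well. Interferon-induced Cxcl10 was higher in the Pten ∆f:p53 R270H spindle tumors than in the PDA, by 1.96 (1 of 13 genes, and 1 when adjusted over the list alone; list adjusted p = 0.00717, and adjusted p = 0.642 with an estimated correlation). Of 9 B and plasma cell genes, Cd79b and Cd22 were lower in the PDA than in the double-deletion spindle tumors, at -0.82 and -0.55 (2 when adjusted over the list alone; list adjusted p = 0.043, and adjusted p = 0.618 with an estimated correlation), and of 9 neutrophil genes Csf3r was, at -1.34 (1 when adjusted over the list alone; list adjusted p = 0.255). All 15 skeletal muscle genes lay above 0 between the Pten ∆f:p53 R270H and the double-deletion spindle tumors (list adjusted p = 0.00987, and adjusted p = 0.7 with an estimated correlation), while none passed limma's test (0 when adjusted over the list alone and 3 higher at an unadjusted p under 0.05); without LSL211-L5 the list's adjusted p was 0.703, over a range of 9.43e-05 to 0.764. Of 3 red blood cell genes none passed limma's test between the PDA and the double-deletion spindle tumors (1 higher when adjusted over the list alone and 1 at an unadjusted p under 0.05; list adjusted p = 0.466). In the same comparison, the keratinocyte gene Calml3 was higher by 1.95, 1 of 13 keratinization genes (1 when adjusted over the list alone; list adjusted p = 0.422), and of 27 splicing genes Snrpa1 was lower, at -0.36 (0 when adjusted over the list alone; list adjusted p = 0.421). Of 13 immediate early and heat shock genes, Ier3 and Hspa1a were higher in the MMTV-Her2/Neu tumors than in the wild-type glands, by 2.46 and 1.63 (3 when adjusted over the list alone; list adjusted p = 0.158). Of 13 hypoxia genes, Car9, Egln3 and Pgk1 were higher there, by 2.31, 2.30 and 0.99, and Ndrg1 was lower at -2.27 (3 and 1 when adjusted over the list alone; list adjusted p = 0.448), and of 23 translation initiation genes 2 were higher (3 when adjusted over the list alone; list adjusted p = 0.366). The milk protein genes Wap and Glycam1 were lower there, at -4.68 and -5.88.

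The transcript of Cdh1, whose protein E-cadherin the paper stained, stood at 11.45 ± 1.51 (SD, n = 8) in the PDA, 10.19 ± 2.16 (SD, n = 6) in the Pten ∆f:p53 R270H spindle tumors, 8.54 ± 1.88 (SD, n = 9) in the double-deletion spindle tumors and 7.13 and 7.94 in the tumors with a mixed label. In LSL211-L5 and LSL372-3L Cdh1 stood at 12.29 and 12.85, against 7.36 to 10.73 in the other spindle tumors of this model. Among the double-deletion spindle tumors, TW53-102 and TW53-51 stood at 11.96 and 10.68, against 6.75 to 9.82 in the others. By staining, the paper describes primary Pten ∆f:p53 R270H spindle tumors as largely negative for the protein. The Vim transcript, which encodes vimentin, stood at 12.47 ± 0.29, 12.78 ± 0.34 and 12.93 ± 0.28 in the first 3 groups. The transcripts of Gda and Hprt, enzymes of guanine metabolism, which bear on the paper's drug 8-azaguanine, stood at 8.58 ± 0.65, 8.60 ± 0.77 and 8.46 ± 0.71, and at 10.23 ± 0.30, 10.15 ± 0.35 and 10.41 ± 0.36.

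Genes that neighbor each other around Yap1 and around Met were raised in some spindle tumors, and a gain of the chromosome segments that hold them is a candidate explanation. The 12 genes from Dync2h1 to Cep126 had medians of 2.35 to 3.06 over the median of all arrays in 6 double-deletion tumors, TW53-102b, TW53-104, TW53-104b, TW53-70, TW53-80 and TW53-88, and Tes, Cav2, Cav1, Met and Capza2 had medians of 2.07 to 3.11 in LSL243-R2, LSL245-R3, LSL334-3R and TW53-63. A gain raises neighbors of the chosen gene too. Around Dcun1d5, the median of 20 neighbors was at least 1.42 in each of the 6 tumors. This decides nothing, as most of these neighbors belong to the 12 genes from Dync2h1 to Cep126 already seen to be high. Around Met, the median of 20 neighbors exceeded that of 95% of all windows in 2 of 3 tumors, which decides nothing for a segment as short as this. Each of the 5 genes from Tes to Capza2 lay at least 1.46 up in each of the 4 tumors, which decides nothing either, as the genes were chosen for being high there. The mesenchymal state alone is argued against by 6 tumors of the spindle cluster for each segment, whose mesenchymal shifts lay within the range of the tumors with the raised segment (0.52 to 0.93 around Met, 0.51 to 0.95 around Yap1) while their segment medians were at most 0.42 and 0.00; a state that is needed beside another cause stays open. One of the segments was raised in 10 of 15 tumors labelled spindle, 0 of 8 PDA and 0 of 2 tumors with a mixed label, a count with no test, since the segments were noticed in spindle tumors; none had both raised. TW53-104 and TW53-104b, whose labels share a stem, were counted as 2 tumors.

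Of 11955 genes in the order of the assembly, 23 runs of at least 5 raised neighbors were found in 16 arrays, against at most 2 in each of 100 shuffled orders. The edges differ between tumors. On chromosome 6, the run ends at Capza2 in LSL245-R3, at St7 in LSL243-R2 and at Wnt2 in LSL334-3R and TW53-63. On chromosome 9, the run starts at Aasdhppt in TW53-102b, in which Mmp12 and Mmp3 lay at -1.03 and -0.56, and at Pdgfd in TW53-80 and TW53-88, and it reaches Arhgap42 in TW53-70. Some other runs hold genes of 1 family, such as the keratins of LSL88 and LSL211-L5 and Ms4a genes in TW53-70. Others do not: 9 genes from Vps50 to Ppp1r9a in TW53-105, 6 from Anxa7 to Sec24c and 5 from Vcl to Samd8 in TW53-102, and, in the PDA J287-R and LSL228-2R, 5 genes each from Zfp521 to Cdh2 and from Kctd1 to B4galt6. The 4 and 6 tumors with a raised segment were the same in number with the mean of probe sets, a further quantile normalization or centered arrays, which were chosen after the data were seen. DNA copy number was not measured, so that a gain remains a hypothesis.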
